# Chronic intermittent hypoxia reshapes circadian metabolic architecture in a model of sleep apnea

**DOI:** 10.1126/sciadv.aeb3756

**Published:** 2026-02-25

**Authors:** Emilie Montellier, Guillaume Vial, Sophie Bouyon, Kousha Changizi Ashtiani, Sherif Abdelkarim, Emeline Lemarie, Antoine Boutin, Kenichiro Kinouchi, Pierre Baldi, Jean-Louis Pépin, Jonathan Gaucher

## Abstract

Obstructive sleep apnea (OSA), characterized by chronic intermittent hypoxia (IH) during sleep, is increasingly recognized as a driver of metabolic dysfunction. However, its impact on circadian metabolic regulation remains poorly understood. Here, we investigated how chronic IH reshapes 24-hour hepatic and systemic metabolic programs in a mouse model mimicking OSA-associated chronic hypoxia. Through integrated circadian transcriptomic, metabolomic, and physiological 24-hour profiling, we show that 4 weeks of rest phase–restricted IH reprograms hepatic and systemic metabolism in a time-specific manner. This reorganization involves the coordinated circadian regulation of glucose, lipid, and redox pathways, with a shift away from oxidative metabolism toward oxygen-sparing processes such as gluconeogenesis, glycogen turnover, and lipid mobilization. These changes align with the hypoxic phase exposure and coincide with reshaped hepatic metabolite oscillations and systemic autonomic rhythms, supporting a functional adaptation to intermittent oxygen availability. Mechanistically, we identify the cAMP-CREB1 pathway as a driver of circadian transcriptional remodeling in the liver and a central integrator of IH-dependent adrenergic stress. Our findings establish chronic IH as a potent metabolic zeitgeber that rewires hepatic transcriptional and metabolic programs, revealing a circadian dimension to the metabolic consequences of sleep-disordered breathing.

## INTRODUCTION

Circadian clock control of metabolism enables organisms to anticipate and adapt to environmental and physiological fluctuations (*1*–*4*). While the role of light, nutrient, and hormones in entraining circadian clocks is well established, hypoxia has only recently been recognized as a potential modulator of circadian rhythms (*5*–*13*). Diurnal variations in tissue oxygenation and oxidative metabolism have been documented across multiple organs, and short-term hypoxic exposure has been shown to elicit time-of-day–specific transcriptional responses in peripheral tissues (*6*, *11*, *12*, *14*, *15*). However, how chronic hypoxia affects circadian metabolic programs remains largely unknown.

Rodent models of obstructive sleep apnea (OSA) offer a unique opportunity to explore this question. OSA, the most prevalent sleep disorder, affects nearly one billion individuals globally (*16*). It is characterized by recurrent episodes of intermittent hypoxia (IH) during sleep, imposing a chronic, rest phase–restricted hypoxic stress tightly coupled to circadian physiology. Growing evidence suggests that chronic IH alone can drive metabolic dysfunction, including liver disease, in both clinical and experimental settings (*17*–*21*). The liver is a central hub of systemic metabolism and one of the most oxygen-demanding organs with tightly orchestrated 24-hour programs to regulate glucose, lipid, amino acid, cofactors, and xenobiotics metabolism (*22*–*25*). Hepatic metabolism is highly sensitive to both oxygen availability and sleep-wake cycle, two signals inherently intertwined in OSA. Given the central role of oxygen in energy metabolism and its chronic reduction during sleep in OSA, it is plausible that IH reshapes the liver’s temporal coordination of metabolic processes. IH is a very particular stimulus with the repetitive occurrence of desaturation-re-oxygenation sequences that can induce specific responses for both the clocks and metabolic system.

To investigate how chronic IH during sleep reshapes hepatic and systemic metabolism in a mouse model of OSA, we combined hepatic circadian transcriptomic and metabolomic profiling with continuous multidimensional physiological monitoring. Four weeks of IH induced a coordinated temporal reorganization of energy metabolism, marked by reinforcement of glycogen turnover and gluconeogenesis, and a dampening of tricarboxylic acid (TCA) cycle dynamics, aligning hepatic output with the exposure to time-restricted IH. This temporal reprogramming enhances hepatic glucose production and energy storage while limiting oxygen-dependent pathways. Mechanistically, we identify the cyclic adenosine monophosphate response element-binding protein 1 (CREB1) pathway as a driver of circadian transcriptional remodeling in the liver and a central integrator of IH-dependent adrenergic stress. These findings position chronic IH as a potent metabolic zeitgeber that entrains metabolism through time-specific transcriptional and physiological adaptations, unveiling a circadian dimension to metabolic alterations in sleep-disordered breathing.

## RESULTS

### Chronic IH reprograms circadian hepatic transcription

To dissect how chronic IH alters circadian metabolism, we first characterized longitudinal and circadian changes in systemic physiology in a mouse model of OSA. As previously described (*21*, *26*), mice progressively adjusted their circadian behavioral and physiological outputs over the course of IH exposure, with stabilization of body weight, food intake, glycemia, locomotor activity, and autonomic nervous system outputs by 3 to 4 weeks (fig. S1). These findings indicate that mice adapt to chronic IH through time-dependent physiological adjustments, suggesting a coordinated reprogramming of circadian metabolic regulation.

To investigate the molecular basis of this adaptation, we applied a multiomics strategy in the liver, a central organ for systemic energy homeostasis and a key target of OSA-related metabolic dysfunction (Fig. 1A). 

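Liver RNA came from male mice kept for 4 weeks under IH or under normoxia (control), with IH applied from ZT0 to ZT8 each day. Each condition had 3 mice at each of 6 time points from ZT0 to ZT20, which gave 36 libraries, 18 per condition. The authors sequenced polyadenylated RNA with paired-end reads, aligned the reads to the mm10 mouse genome with TopHat and Bowtie2 and estimated expression with Cufflinks as FPKM, which is scaled to transcript length and to the number of fragments in the library. The deposited values are these FPKM, given per gene symbol and library, so the number of reads behind each value is not known. The tables held 24883 rows and 24346 different symbols. The 24066 symbols listed on 1 row were analysed, of which 18677 were above 0 in any library and 13944 in all 36. Each library had between 15573 and 16188 of them above 0. The FPKM of a library summed to between 561964 and 626371, except in control ZT12 replicate 2, where they summed to 808274. Pairs of replicates correlated across genes with r from 0.978 to 0.995 at the 11 other combinations of condition and time point, and with r as low as 0.949 in control at ZT12. Tests used log2(FPKM + 1) of the 13215 genes with a mean of at least 0.1 FPKM over the 36 libraries.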

We first analyzed how chronic IH reshapes the circadian organization of the hepatic transcriptome by sampling every 4 hours over a 24-hour cycle [Zeitgeber time (ZT); ZT0 = lights on] after 4 weeks of exposure. Rhythmic transcripts and their associated parameters (phase and amplitude) were determined using the BIO_CYCLE algorithm (*27*) and are accessible via the CircadiOmics web portal (*28*).

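For the values given here, a 24-h cosine was fitted with limma to log2(FPKM + 1), in the 18 libraries of each condition alone. A gene was called rhythmic when the moderated F test of its cosine and sine terms gave a nominal P of 0.01 or less, a threshold that 132 of the 13215 genes would pass by chance. The phase is the time of the fitted maximum, and the amplitude is that of a cosine fitted to FPKM on the linear scale. Whether the cosine differed between the conditions was tested in 1 fit over all 36 libraries, on the interaction of condition with the cosine and sine terms, with Benjamini-Hochberg adjustment over the 13215 genes.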

**Fig. 1.**
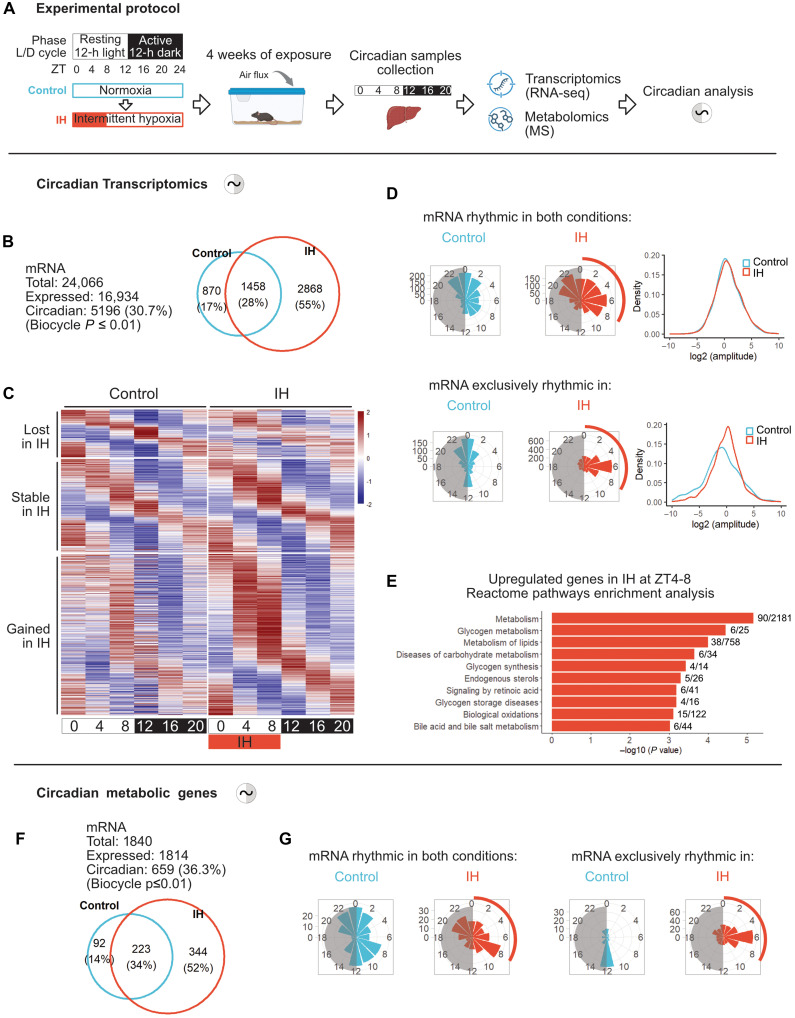
Chronic IH elicits a previously unknown circadian program of metabolic gene expression. (**A**) Experimental design. Mice were exposed to chronic intermittent hypoxia (IH) or normoxia (control) for 4 weeks. Liver samples were collected at six time points across the circadian cycle [Zeitgeber time (ZT); ZT0 = lights on] for circadian multiomics analyses. h, hour (**B**) Number of rhythmic genes in control and IH conditions identified using Biocycle (*P* ≤ 0.01, *n* = 3 animals per time point per condition). Venn diagram showing the number (top) and proportion (bottom) of rhythmic genes in each condition. (**C**) Heatmaps of phase-sorted expression for rhythmic transcripts identified exclusively in control (top, lost in IH; *n* = 870), exclusively in IH (bottom, gained in IH; *n* = 2868), or shared across both conditions (middle, stable in IH; *n* = 1458). (**D**) Phase and amplitude distributions for shared rhythmic genes (top; *n* = 1458) and condition-specific genes (bottom; control-specific *n* = 870, IH-specific *n* = 2868). Circular histograms show peak phases; density plots compare amplitude distributions. (**E**) Reactome pathway enrichment analysis of genes up-regulated at the main IH-specific expression peak (ZT6; differential analysis performed between ZT4 and ZT8; Cyber-T *P* ≤ 0.01, *n* = 3 animals per time point per condition). Numbers of genes in each pathway are shown to the right. (**F**) Number of rhythmic metabolic genes (gene set extracted from Reactome database) in control and IH (biocycle, *P* ≤ 0.01). Venn diagram displays number (top) and proportion (bottom) of rhythmic metabolic genes in each condition. (**G**) Phase analysis of rhythmic metabolic transcripts detected in both conditions (left, *n* = 223) or condition-specific (right; control, *n* = 92 and IH, *n* = 344). Circular histograms show peak phases. Created in BioRender. Vial, G. (2026) https://BioRender.com/ol2o32l.

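Of the 13215 genes tested, 2648 were rhythmic in control and 5273 in IH, and 5874 (44.4%) were rhythmic in at least 1 condition. With JTK_Cycle in place of the cosine fit, 1992 genes were rhythmic in control and 3638 in IH. The setting that moved the ratio of the counts most, from 1.99 to 1.11, was a residual spread around the cosine shared by both conditions. Under it 3762 genes were rhythmic in control and 4166 in IH. The median SD between replicates on the log2 scale was 0.16 in control and 0.11 in IH, and 0.11 in both without the ZT12 libraries. Over the fits that each left out 1 library, the count ran from 2290 to 3575 in control and from 4722 to 5601 in IH. The highest count in control, 3575, came without control ZT12 replicate 2.

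**Figure D1:**
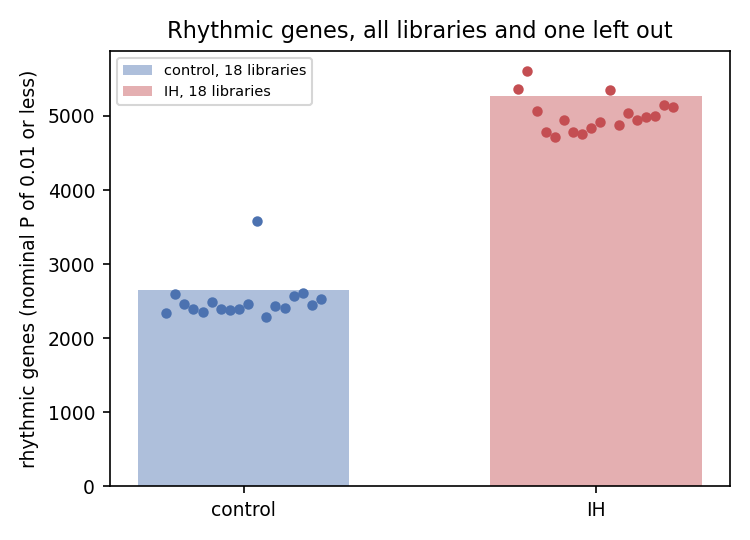
Number of rhythmic genes in control and in IH. Bars give the count from the 18 libraries of the condition and each point the count with 1 of its libraries left out, and the single point in control above the bar, at 3575 genes, leaves out ZT12 replicate 2.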

Of the 16,934 expressed transcripts in the liver, 5196 (30.7%) exhibited significant 24-hour rhythmicity in either condition. 

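In IH alone, 3226 genes were rhythmic, which is 54.9% of the genes rhythmic in either condition. Their fitted phase lay from ZT4 to ZT8 for 1098 genes (34.0%), where a uniform spread over 24 h gives 16.7%. With the libraries scaled by the median ratio, this share was 25.8%. The median log2 amplitude in FPKM was 0.03 for these genes in IH and -1.11 for the genes rhythmic in control alone in control, a difference of 1.14. The median of their mean FPKM over all libraries was 6.01 and 1.98, respectively, and relative to the mean of each gene the difference in median log2 amplitude was -0.48. In the interaction test the cosine of 0 genes differed between IH and control at an adjusted p under 0.05, among the 3226 genes or among all 13215. The smallest adjusted p was 0.707. At an unadjusted P under 0.05 there were 649 genes (4.91%) in all and 222 (6.88%) among the 3226. Among all genes tested, the 5 smallest P belonged to Dcps, Mcl1, Ccdc69, Nfkbia and Hist1h1d, all with an adjusted p of 0.707. In control, 1017 of the 3226 genes (31.5%) had a rhythm P of 0.05 or less. The phase fitted in control was within 4 h of that in IH for 89.9% of the 3226 genes, where unrelated phases give 33.3%.

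**Figure D2:**
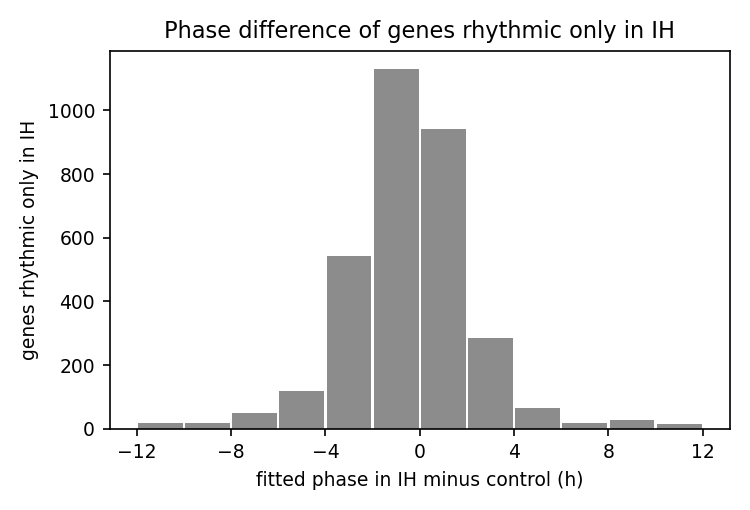
Difference between the fitted phase in IH and in control (h, x axis) for the 3226 genes rhythmic only in IH (y axis, genes per bin of 2 h). The bins from -2 to 0 h and from 0 to 2 h hold 1131 and 941 genes.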

Notably, 2845 transcripts (55%) gained rhythmicity under IH, with a marked phase clustering around ZT6, coinciding with the hypoxic exposure, and exhibited increased amplitudes compared to control-specific oscillations (Fig. 1, B to D). 

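Both conditions shared 2047 rhythmic genes (34.8% of the rhythmic genes). Their median phase difference, IH minus control, was -0.65 h, and it was -0.68, -0.66 and -0.65 h in the libraries of replicate 1, 2 and 3 taken alone. The phase was earlier in IH for 71.1% of these genes, with quartiles of the difference at -1.47 and 0.17 h. Without control ZT12 replicate 2 the median was -0.85 h. In control 14.0% and in IH 18.9% of the 2047 genes peaked from ZT4 to ZT8. The median log2 ratio of their amplitudes, IH to control, was 0.06, and 55.4% had the larger amplitude in IH.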

In parallel, 1458 genes (28%) retained their rhythmicity under IH, with phases of expression broadly distributed over 12 hours and presenting a slight phase advance under IH. 

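In control alone, 601 genes were rhythmic, 10.2% of the rhythmic genes. Within 2 h of ZT0 or ZT12 the fit placed the phase of 64.1% of them, where a uniform spread gives 33.3%. Near ZT0 were 292 genes (48.6%) and near ZT12, a smaller second mode, 93 (15.5%), where a uniform spread gives 16.7% for each window. Without control ZT12 replicate 2 there were 816 such genes, 50.4% of which peaked in these windows and 153 near ZT12. In IH, 47.6% of the 601 genes had a rhythm P of 0.05 or less. The cosine of 0 of the 601 genes differed between the conditions at an adjusted p under 0.05, and that of 82 at an unadjusted P under 0.05. With JTK_Cycle 726 genes were rhythmic in control alone, and with the shared spread 1238.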

A relatively small subset of 870 genes (17%) lost rhythmicity under IH, primarily those peaking around ZT0 and ZT12, during light/dark transitions. This loss may reflect a selective dampening of transcriptional programs typically engaged at phase transitions, suggesting a temporal reprioritization under hypoxic stress. In contrast, the gain of rhythmicity and amplitude observed under IH highlights a coordinated adaptation that realigns hepatic functions with the recurring energetic constraints of the rest phase.

To gain insight into the functional consequences of hepatic circadian reprogramming under IH, we performed gene ontology (GO) enrichment analysis using curated gene sets from Reactome, BioPlanet, and the Molecular Signatures databases (fig. S2, A to C). Genes that gained rhythmicity under IH were enriched in pathways related to cell cycle regulation and growth factor signaling, consistent with transcriptional programs associated with liver injury and regeneration. In addition, transcripts up-regulated under IH with peaks near ZT6 were enriched for glycogen turnover and lipid metabolism, suggesting a temporally coordinated metabolic adaptation aligned with the hypoxic window (Fig. 1E). In contrast, genes that were rhythmic in control mice but lost rhythmicity under IH were associated with the TCA cycle and mitochondrial electron transport, pointing to a disruption of circadian oxidative metabolism. 

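Cell cycle and growth factor genes were counted with lists written before the values were seen, which are not the Reactome, BioPlanet or Molecular Signatures sets. The cell cycle list was defined by symbol prefixes (Cdk, Ccn, Mcm, Cdc, Psm, Anapc, Orc, Smc, Bub and Cenp), and so takes in all proteasome genes and some with other roles, such as those of Cdc42. Of its 191 tested genes, 66 were rhythmic in IH alone, or 34.6% against 24.4% of all tested genes (odds ratio 1.65, two-sided Fisher's exact p = 0.0016, adjusted p = 0.0024 over the 6 lists tested). Of the 66, 22 were proteasome genes. Without these the odds ratio was 1.40 (Fisher's exact p = 0.077), and without Cdc42, Cdkal and Cdk5rap symbols as well 1.24 (p = 0.30), 2 of 3 tests added after the values were seen. Cdk1, Cdk2, Cdkn1b and Mcm7 were among the 66. Of 50 growth factor receptor and signalling genes, 20 were rhythmic in IH alone, among them Insr, Erbb3, Tgfbr1 and Smad4 (odds ratio 2.09, Fisher's exact p = 0.013, adjusted p = 0.016). With the F test over the 6 time points in place of the cosine, the odds ratios were 0.76 for cell cycle genes (p = 0.13) and 1.10 for growth factor genes (p = 0.87), and with JTK_Cycle 1.11 (p = 0.63) and 1.49 (p = 0.27). These gene names were chosen after the values were seen.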

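For genes that differ in level, IH and control were compared over the 12 libraries of ZT4 and ZT8 with limma, with the time point as a factor. At a nominal P of 0.01 or less, 1254 genes were higher and 382 lower in IH. After Benjamini-Hochberg adjustment to 0.05, 799 and 255 remained past the threshold. Of the 1254 higher genes, 457 were rhythmic in IH alone and 259 in both conditions. Scaling by the median ratio of each library gave 854 higher and 721 lower genes, while ZT4 alone gave 1200 and 387 and ZT8 alone 216 and 121. The 5 smallest P among the higher genes belonged to Sorbs3 (log2 difference 0.53, standard error 0.06, adjusted p = 0.0047), Cdip1, Mast3, Stard5 and Nrbp2, each higher in IH in 6 of 6 same-numbered comparisons. The 5 smallest among the lower genes belonged to Isg15 (log2 difference -0.80, standard error 0.09, adjusted p = 0.0047), Irgm1, Lgals3bp, Ubqln1 and Tuba8. Of 24 tested genes in a list of glycogen synthesis and breakdown written before the values were seen, 8 were among the higher genes (Epm2a, Gbe1, Gyg, Gys2, Phka2, Phkg2, Slc37a4 and Ugp2), for an odds ratio of 4.94 (Fisher's exact p = 0.0012, adjusted p = 0.0024 over the 6 lists). At ZT4 alone the odds ratio was 6.17 (9 genes, p = 1.5e-04) and at ZT8 alone 3.84 (1 gene, p = 0.33).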

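A list of TCA cycle and respiratory chain genes, written before the values were seen, had 116 tested genes. It also takes in ATP synthase, pyruvate dehydrogenase and pyruvate carboxylase genes, assembly factors, and cytosolic enzymes such as Idh1 and Mdh1. Of the 116 genes, 4 were rhythmic in control alone (Cox5a, Ndufc2, Ndufs4 and Sdhb), 15 in IH alone, 13 in both conditions and 84 in neither. The share in control alone was 3.45% against 4.55% of all tested genes (odds ratio 0.84, two-sided Fisher's exact p = 0.82). The result depended on the rhythm test. The F test over the 6 time points called 27 of them in control alone (odds ratio 4.92, p = 8.4e-10), and the cosine test with the spread shared between conditions called 35 (odds ratio 4.31, p = 2.0e-10). The mean log2(FPKM + 1) of the list, centred on the mean of each gene, was 0.24, 0.43 and 0.09 in the 3 control libraries of ZT12 and 0.06, 0.04 and 0.04 in those of IH. At ZT4 it was -0.16, -0.13 and -0.26 in control and -0.03, -0.01 and 0.04 in IH.

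**Figure D3:**
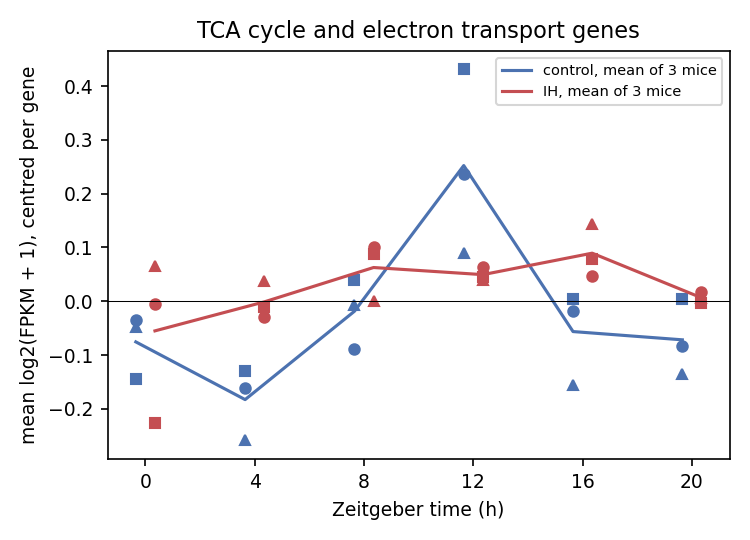
Mean log2(FPKM + 1) of the 116 TCA cycle and respiratory chain genes, centred on the mean of each gene, against Zeitgeber time (h). Points are single libraries (circle, square and triangle for replicates 1, 2 and 3), lines join the means of 3 mice, and control ZT12 replicate 2 is the highest point, at 0.43.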

Genes that remained rhythmic across both conditions were enriched for core clock components and key metabolic functions, including cholesterol, fatty acid, and cofactor metabolism, highlighting the resilience of clock gene expression and the preservation of essential metabolic rhythms under hypoxic stress. 

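Of 18 core clock genes and direct clock outputs, 16 were rhythmic in both conditions (odds ratio 36.3, Fisher's exact p = 1.2e-11). Sterol and fatty acid synthesis genes numbered 40, of which 20 were rhythmic in both conditions, Hmgcs1, Acaca and Fasn among them, and 13 in IH alone (odds ratio 5.50, Fisher's exact p = 3.4e-07). Both lists were written before the values were seen, and the genes named from them were chosen afterwards. Across the fits that each left out 1 library the odds ratios ran from 24.8 to 44.5 for clock genes and from 4.93 to 6.91 for sterol and fatty acid synthesis genes. From the gained rhythms and their amplitudes, the paper reasons that the liver realigns its functions with the energetic constraints of the rest phase.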

Collectively, these findings support the concept that IH acts not only as a driver of hepatic stress but also as a metabolic modulator aligning liver gene expression with recurrent oxygen desaturation.

Building on these findings, we next focused our analyses on a curated set of metabolic genes (*n* = 1840) retrieved from the Reactome pathway database. Among the 1814 expressed metabolic genes in the liver, 659 (36.3%) exhibited significant 24-hour rhythmicity in at least one condition. IH induced a pronounced gain in their rhythmicity: 344 transcripts (52%) acquired circadian oscillations, 223 (34%) maintained them, and only 92 (14%) lost rhythmicity compared to controls (Fig. 1F and fig. S3A). Phase analysis showed that newly rhythmic metabolic transcripts peaked predominantly around ZT6, aligning with the hypoxic window (Fig. 1G). This temporal alignment mirrors the global transcriptomic shift and suggests that metabolic pathways are entrained as part of a broader coordinated circadian reprogramming rather than being independently rephased.

To further connect these transcriptional changes to metabolic outputs, we used the Human Metabolome Database (HMDB) to map rhythmic genes to their associated metabolites (fig. S3C). Metabolites predicted to oscillate only under IH included magnesium, l-serine, glycogen, and multiple triglyceride species, suggesting enhanced regulation of energy storage and lipid remodeling. In contrast, metabolites whose rhythmicity persisted in both conditions, such as NAD, choline, carbon dioxide, and pyrophosphate, reflect the maintenance and potential reinforcement of essential circadian metabolic outputs, suggesting that IH preserves tightly controlled pathways critical for hepatic homeostasis. Notably, metabolites predicted to be rhythmic only in controls [e.g., coenzyme Q (CoQ) species (QH2 and ubiquinone Q1) and succinyl-CoA] are central to mitochondrial oxidative phosphorylation and the TCA cycle, reinforcing our transcriptomic observation of a dampened circadian oxidative program under IH.

Together, these data highlight chronic IH as a strong metabolic zeitgeber that not only entrains hepatic gene expression to oxygen fluctuations but also shifts the balance from oxidative to oxygen-sparing metabolic pathways, reshaping the temporal organization of energy metabolism.

### Chronic IH drives selective circadian remodeling of hepatic metabolic rhythms

To determine whether the transcriptional reprogramming of metabolic genes induced by IH translates into functional metabolic changes, we performed untargeted mass spectrometry (MS)–based metabolomics on the same liver samples collected every 4 hours across 24 hours (Fig. 1A). We detected 968 metabolites, nearly half of which (*n* = 455; 47%) exhibited significant circadian oscillations in either conditions. Among these, 163 metabolites (36%) gained rhythmicity under IH, 178 (39%) maintained their oscillations, and 114 (25%) lost rhythmicity (Fig. 2, A and B). This distribution suggests that while core metabolic rhythms remain largely intact, IH selectively remodels the temporal patterning of specific metabolic pathways. Metabolites gaining or maintaining rhythmicity under IH predominantly peaked around ZT16 during the active phase, whereas those losing rhythmicity clustered around ZT0 and ZT12 during light/dark transitions, paralleling the results observed at the transcriptional level (Fig. 2, B and C).

**Fig. 2.**
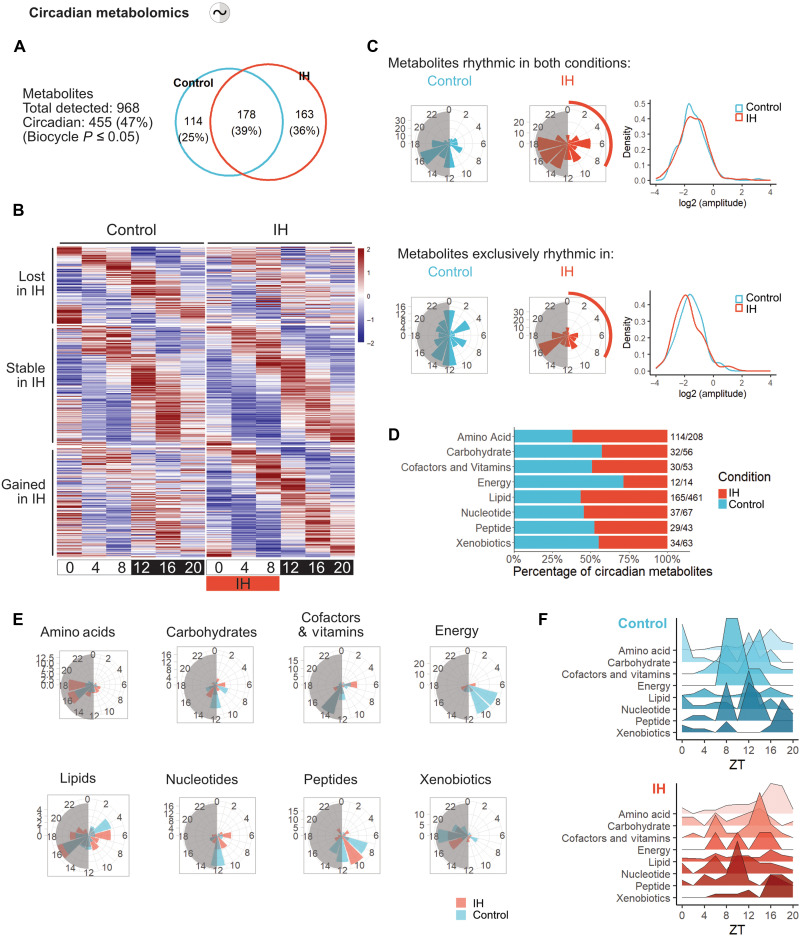
Chronic IH drives selective circadian remodeling of hepatic metabolic rhythms. (**A**) Number of rhythmic metabolites detected in control and IH livers (biocycle, *P* ≤ 0.05; *n* = 5 animals per time point per condition). Venn diagram indicates the number (top) and proportion (bottom) of rhythmic metabolites per group. (**B**) Phase-sorted heatmaps of rhythmic metabolites identified as control-specific (top; lost in IH, *n* = 114), IH-specific (bottom; gained, *n* = 163), or shared between both conditions (middle; stable, *n* = 178). (**C**) Phase and amplitude distributions of rhythmic metabolites. Top: shared metabolites (*n* = 178). Bottom: condition-specific metabolites (control: *n* = 114; IH: *n* = 163). Circular histograms show phase peaks; density plots display amplitude distributions. (**D**) Functional classification of rhythmic metabolites. Left: proportion of rhythmic metabolites per chemical class (amino acids, lipids, carbohydrates, etc.) for each condition. Right: absolute number of rhythmic metabolites relative to the total detected per class. (**E**) Peak phase distribution of rhythmic metabolites by chemical class in control and IH. Circular histograms illustrate phase clustering for each class. (**F**) Temporal landscape of rhythmic metabolites across the 24-hour cycle in control (top) and IH (bottom) livers.

To further dissect this hepatic metabolic reprogramming, we analyzed rhythmic metabolites by functional class. IH enhanced circadian oscillations in amino acid (from 62 to 100 rhythmic metabolites) and lipid classes (from 92 to 119 lipid species), while rhythms in energy-related and carbohydrate metabolites were selectively reorganized (from 10 to 4 and from 27 to 20, respectively), with a similar pattern observed for cofactors and vitamins (25 to 24 rhythmic metabolites) (Fig. 2D). Temporal analyses revealed phase shifts in key metabolite classes: Energy metabolites lost their typical ZT8 to Z10 peak, and both carbohydrate and nucleotide metabolites exhibited disrupted ZT12 peaks, resulting in fragmented rhythms under IH (Fig. 2, E and F). In contrast, amino acids, lipids, cofactors, and vitamins retained coherent phasing, supporting the notion of a coordinated metabolic reallocation (Fig. 2, E and F). Notably, orotate, a metabolite tightly linked to feeding rhythms (*29*, *30*), maintained its circadian phase, indicating that the observed metabolic reprogramming likely reflects direct entrainment of hepatic metabolism by time-restricted hypoxia rather than behavioral changes (fig. S4A).

These alterations reflect a temporal reprioritization of key metabolic pathways, exemplified by the coordinated circadian transcriptional regulation of rate-limiting enzymes at critical metabolic branch points across lipid, carbohydrate, amino acid, and energy metabolism (Fig. 3, A to D).At the level of carbohydrate metabolism, core glycolytic and gluconeogenic enzymes, including *Gck* and *Fbp1*, retained robust rhythmicity under IH, in parallel with preserved oscillations in key glycolytic and gluconeogenic intermediates (Fig. 3C and fig. S4A). This suggests a maintained temporal coordination of glucose production and utilization. 

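Fbp1, on chromosome 13 of mm10 from 62864753 to 62888282, was rhythmic in both conditions (nominal P = 0.0039 in control and 2.7e-05 in IH), with a fitted phase of 15.3 h in control and 13.0 h in IH. In control its rhythm was no longer called with JTK_Cycle (P = 0.018), with FPKM rescaled to a common sum (P = 0.048), with quantile normalization (P = 0.12) or, a setting chosen after the data had been seen, with the trend with length and GC content removed (P = 0.034). Fbp1 ranged from 429.9 ± 35.5 FPKM at ZT4 to 626 ± 32.2 FPKM at ZT12 in control and from 519 ± 45.9 FPKM at ZT0 to 731 ± 59.4 FPKM at ZT16 in IH (SD, n = 3). The interaction test gave it an adjusted p of 0.92.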

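Ldha, on chromosome 7 of mm10 from 46841475 to 46855627, averaged 369 FPKM over the 18 control libraries and 320.5 over the 18 IH libraries, a log2 difference of -0.21 (standard error 0.08, adjusted p = 0.33 over all genes tested). At ZT4 and ZT8 the difference was -0.38 (standard error 0.07, adjusted p = 0.015), and Ldha was lower in IH in 6 of 6 same-numbered comparisons. Its amplitude was 37.6 FPKM in control and 69.5 FPKM in IH. Single libraries with Saa1 above 10000 FPKM weigh on both values. Control ZT12 replicate 2 had 501 FPKM of Ldha (its replicates 255 and 347). IH ZT0 replicate 2 had 540 FPKM (its replicates 391 and 304). A larger amplitude in IH is therefore not established. The rhythm of Ldha had a nominal P of 0.24 in control and 0.0012 in IH. With quantile normalization the rhythm was called in control as well (P = 0.0032), and with JTK_Cycle in neither condition. Leaving out the 3 libraries with Saa1 above 10000 FPKM, chosen after the data had been seen, also gave a rhythm in control (P = 0.0023). No difference between the cosines of the conditions was detected (interaction adjusted p = 0.92).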

Both hepatic lactate levels and *Ldha* expression were dampened under chronic IH. While lactate typically accumulates in acute hypoxia, this observation may reflect a distinct adaptation to chronic IH, possibly involving altered glycolytic flux or systemic lactate clearance (Fig. 3, B and C). 

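Gys2, on chromosome 6 of mm10 from 142422613 to 142473109, was rhythmic in both conditions, with an amplitude of 43.0 FPKM in control and 55.6 FPKM in IH. At ZT4 and ZT8 it was higher in IH by 0.58 on the log2 scale (standard error 0.13, adjusted p = 0.024), in 6 of 6 same-numbered comparisons. Its highest mean was 113 ± 45.6 FPKM (SD, n = 3) at ZT12 in control and 139.8 ± 12.6 FPKM at ZT8 in IH. Control ZT12 replicate 2 had 62.0 FPKM and its replicates 149.9 and 126.5, against 125.5 to 149.3 FPKM in IH at ZT8. This library lowers the peak of Gys2 in control, so neither a higher peak nor a larger amplitude in IH is established. Pygl, on chromosome 12 of mm10 from 70190811 to 70231488, had a rhythm with a nominal P of 0.0034 in control and 0.026 in IH, and an amplitude of 23.8 and 24.6 FPKM. With quantile normalization its rhythm in IH passed the threshold (P = 0.0081). Over all time points Pygl was higher in IH by 0.23 (standard error 0.07, adjusted p = 0.15), in 15 of 18 same-numbered comparisons. In the interaction test both genes had an adjusted p of 0.92.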

In parallel, genes involved in glycogen turnover, such as *Gys2* and *Pygl*, exhibited increased rhythmic expression under IH, accompanied by higher amplitude of hepatic glycogen oscillations (Fig. 3, A to C). This regulation likely reflects an anticipatory adaptation aimed at optimizing glycogen storage capacity and enabling rapid glucose mobilization in response to recurring hypoxic stress.

**Fig. 3.**
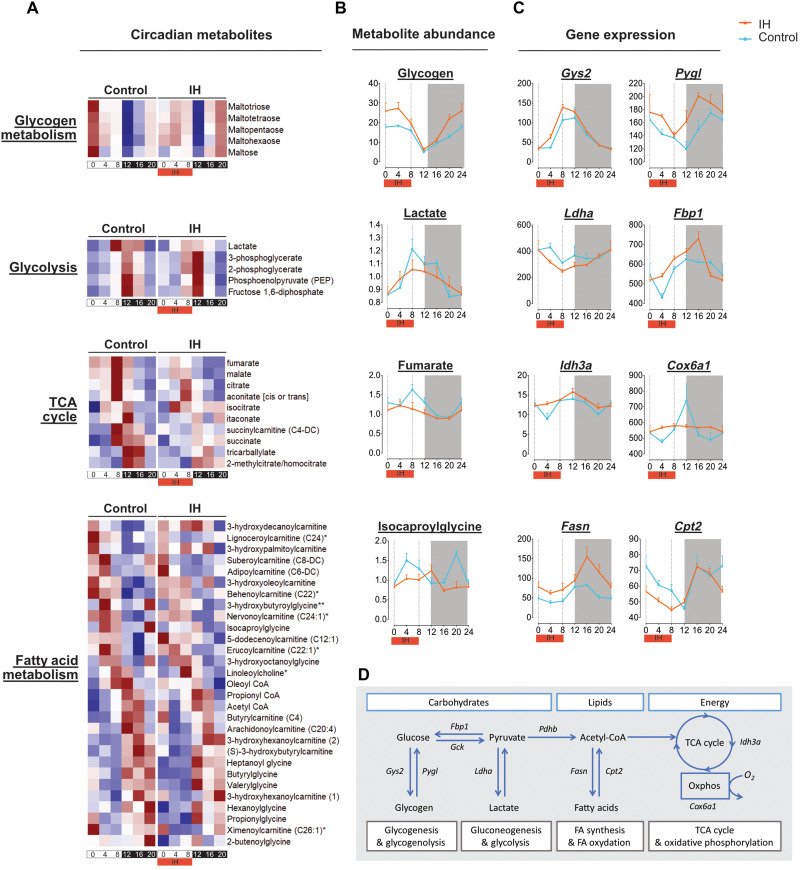
Chronic IH reprograms circadian regulation of hepatic metabolites and rate-limiting enzymes. (**A**) Phase-sorted heatmaps of rhythmic hepatic metabolites within central metabolic pathways under control or IH conditions, including glycogen metabolism, glycolysis/gluconeogenesis, the tricarboxylic acid (TCA) cycle, and fatty acid (acylcarnitine) profiles. Rhythmic metabolites were identified using biocycle analysis (*P* ≤ 0.05; *n* = 5 mice per time point per condition). [(B) and (C)] Temporal profiles of representative rhythmic metabolites (**B**) and their corresponding rate-limiting enzymes (**C**) across key metabolic pathways: glycogen turnover (*Gys2* and *Pygl*), glycolysis/gluconeogenesis and lactate metabolism (*Fbp1* and *Ldha*), TCA cycle and mitochondrial electron transport (*Idh3a* and *Cox6a1*), and fatty acid synthesis/oxidation (*Fasn* and *Cpt2*). Metabolic data: *n* = 5; transcriptomic data: *n* = 3 mice per time point per condition. Data are presented as mean ± SEM. (**D**) Schematic overview of rate-limiting enzymes within carbohydrate, lipid, and energy metabolism pathways that are temporally reorganized under chronic IH.

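Idh3a, on chromosome 9 of mm10 from 54586334 to 54604661, averaged 12.1 FPKM over the control libraries and 13.4 FPKM over the IH libraries. Its log2 difference over all time points was 0.15 (standard error 0.06, adjusted p = 0.36), higher in IH in 11 of 18 same-numbered comparisons. The amplitude was 1.66 FPKM in control and 1.73 FPKM in IH. Its rhythm had a nominal P of 0.14 in control and 0.002 in IH, and the interaction an adjusted p of 0.97. The lowest mean in control was 8.92 ± 2.44 FPKM (SD, n = 3) at ZT4, where IH had 12.8 ± 0.84 FPKM. At ZT12 the means were 14.0 ± 3.27 FPKM and 15.8 ± 1.51 FPKM, a difference within the spread between control mice.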

At the level of energy metabolism, chronic IH disrupted rhythmicity in key TCA cycle intermediates such as fumarate, citrate, and succinate, along with dampened expression of *Idh3a*, a rate-limiting TCA enzyme (Fig. 3, A to C, and fig. S4A). In parallel, *Cox6a1*, a subunit of cytochrome c oxidase (complex IV) involved in mitochondrial oxygen transfer, also lost rhythmic expression, pointing to a temporally constrained oxidative capacity (Fig. 3C). 

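Cox6a1 lies on chromosome 5 of mm10 from 115345642 to 115348981. In control its mean was 738 ± 187 FPKM (SD, n = 3) at ZT12 and between 477 and 554 FPKM at the other time points, and in IH it stayed between 541 and 580.2 FPKM. The fitted amplitude was 86.4 FPKM in control and 13.4 FPKM in IH. Neither rhythm passed the threshold, with a nominal P of 0.051 in control and 0.48 in IH, and no difference between the cosines of the conditions was detected (interaction adjusted p = 0.92). With the spread shared between the conditions, Cox6a1 was rhythmic in control (P = 0.0058) and not in IH (P = 0.82).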

Together, these alterations reveal a circadian reorganization of mitochondrial metabolism, possibly restricting oxidative ATP production to cope with recurrent hypoxic stress.

In the context of lipid metabolism, rhythmic expression of *Fasn* and *Cpt2*, key enzymes in fatty acid synthesis and oxidation, respectively, was accompanied by de novo rhythmicity of mitochondrial byproducts of β-oxidation, such as isocaproylglycine and valerylglycine (Fig. 3, A to C, and fig. S4A). These changes point to a temporal reorganization of substrate utilization across the day-night cycle, potentially favoring lipid oxidation during hypoxic periods.

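Fasn, on chromosome 11 of mm10 from 120805846 to 120824547, was rhythmic in control (nominal P = 0.0013) and in IH (P = 3.9e-04), with an amplitude of 22.0 and 42.0 FPKM. Over all time points it was higher in IH by 0.74 on the log2 scale (standard error 0.13, adjusted p = 0.0022), in 16 of 18 same-numbered comparisons. Its mean at ZT16 was 82.5 ± 4.77 FPKM in control and 155 ± 43.6 FPKM in IH (SD, n = 3). Cpt2 lies on chromosome 4 of mm10 from 107903981 to 107923610. Its rhythm had a nominal P of 0.012 in control and 1.7e-06 in IH, with a fitted phase of 21.8 h and 18.9 h. No difference between its cosines in the 2 conditions was detected (interaction adjusted p = 0.92). At ZT4 and ZT8 Cpt2 was lower in IH in 6 of 6 same-numbered comparisons, with a log2 difference of -0.30 (standard error 0.07, adjusted p = 0.026). With the libraries scaled by the median ratio, its rhythm in control passed the threshold too (P = 0.0090). So it did with quantile normalization (P = 0.0061), the F test over the 6 time points (P = 0.0047) and the shared spread (P = 0.0011). It did not with JTK_Cycle (P = 0.091), FPKM rescaled to a common sum (P = 0.018) or the replicate number as a block (P = 0.017), among others. Adjusted over the 15 genes outside the core clock that the paper names for the liver transcriptome, 8 differed in mean between the conditions, against 2 (Fasn and Pdhb) when adjusted over all genes tested.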

Regarding amino acid metabolism, oscillations were generally preserved under IH, with enhanced rhythmicity observed for several amino acids and related intermediates. These changes may reflect time-specific adjustments in nitrogen handling and amino acid catabolism, potentially influencing arginine-derived nitric oxide pathways and contributing to mitochondrial fueling under recurrent hypoxic stress.

Collectively, these adjustments converge on a broader reprogramming of mitochondrial energy metabolism, encompassing glucose mobilization, lipid oxidation, and TCA cycle activity. These findings position chronic IH as a potent metabolic zeitgeber that selectively reprograms the circadian architecture of hepatic metabolism, aligning energy allocation and substrate utilization with the recurring rest phase–restricted hypoxic stress.

### Chronic IH rewires circadian hepatic metabolism via CREB1 signaling

Given the extensive circadian reprogramming observed at both transcriptomic and metabolomic levels, we first examined whether core circadian oscillators remained functional under chronic IH. Core clock genes, including *Bmal1*, *Clock*, *Per*, *Cry* and *Rev-Erb* (*Nr1d*), *Ror* family members, maintained robust rhythmic expression under IH, with a modest global amplitude increase and a ~1-hour phase advance (Fig. 4A and fig. S4B). 

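All 10 core clock genes of Fig. 4A were rhythmic in both conditions, and each had an earlier phase in IH. The difference, IH minus control, ran from -0.60 h for Per2 to -1.94 h for Cry2, with a mean of -1.19 h (exact sign-flip permutation test over the 10 genes, two-sided p = 0.0020, the smallest that 10 genes allow). Clock genes regulate each other and are not independent replicates. In the libraries of replicate 1, 2 and 3 taken alone the mean was -1.12, -1.65 and -0.88 h. Arntl, which encodes BMAL1, on chromosome 7 of mm10 from 113207465 to 113314126, peaked at 22.2 h in control and 21.1 h in IH, with 7.68 ± 0.832 FPKM (SD, n = 3) at ZT4 in control and 3.87 ± 2.52 FPKM in IH. The mean log2 ratio of the amplitudes was 0.18 (exact sign-flip p = 0.045), with a larger amplitude in IH for 7 of the 10 genes. This ratio was 0.04 when each amplitude was taken relative to the mean of the gene. Over the fits that each left out 1 library, the sign-flip p ran from 0.012 to 0.15, the latter without control ZT12 replicate 2. It was 0.076 with the median ratio, 0.068 with quantile normalization and 0.035 with FPKM rescaled to a common sum. In the interaction test 0 of the 10 genes had an adjusted p under 0.05, and at an unadjusted P under 0.05 there were 2.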

At the protein level, oscillations of core clock components BMAL1, CLOCK, PER2, CRY1, and REV-ERBα were also maintained, suggesting that the molecular clock machinery remains largely intact under IH despite a noticeable increase in amplitude and phosphorylation of REV-ERBα (Fig. 4B).

**Fig. 4.**
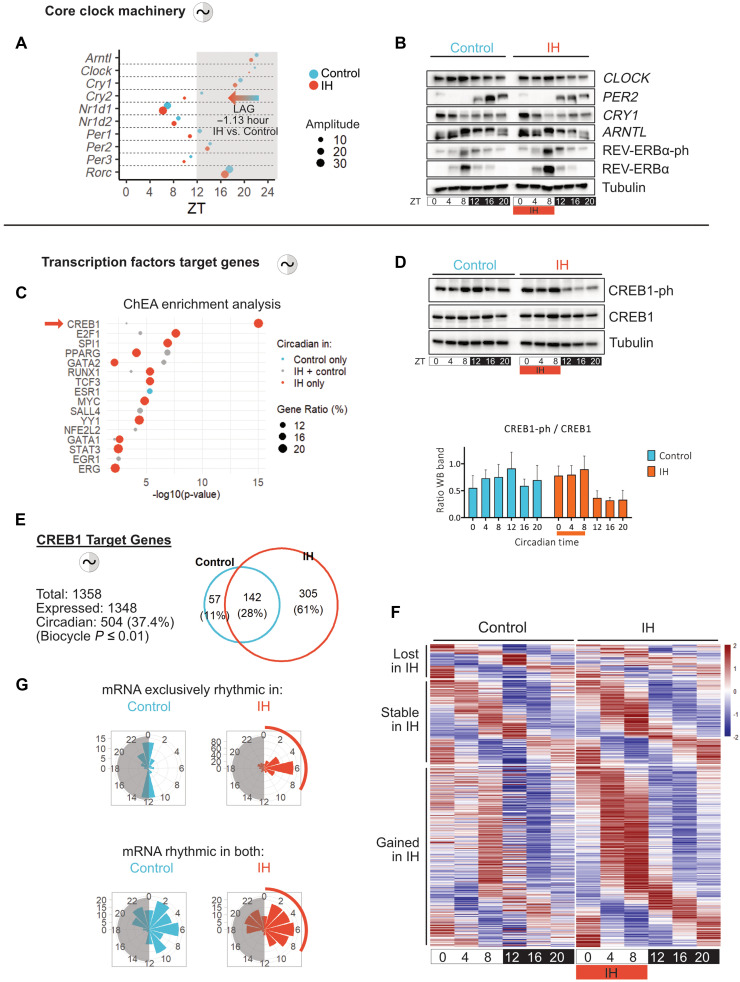
Chronic IH induces CREB1 activation and hepatic clock reorganization. (**A**) Phase and amplitude analysis of core clock gene expression in control and IH livers (RNA-seq; *n* = 3 animals per time point per condition). (**B**) Immunoblot analysis of core clock proteins in hepatic lysates from control and IH mice. Representative blots from three independent experiments using biological replicates; protein levels normalized to tubulin. (**C**) Transcription factor binding site (TFBS) enrichment of rhythmic genes detected exclusively in control, exclusively in IH, or in both conditions. Dot plot ranks TF motifs by *P* value and gene ratio. (**D**) Immunoblot analysis of total and phosphorylated CREB1 (CREB1-ph) in liver lysates. Representative blots from three independent experiments using biological replicates (upper panel); CREB1-ph and CREB1 protein levels were quantified and normalized to tubulin then the ratio of CREB1-ph/CREB1 was determined and plotted as mean ± SEM (lower panel). (**E**) Number and proportion of rhythmic CREB1 target genes in control and IH livers (biocycle, *P* ≤ 0.01; *n* = 3 mice per time point per condition). Venn diagram shows absolute numbers (top) and percentages (bottom). (**F**) Phase-sorted heatmaps of rhythmic CREB1 targets: Control-specific (top; lost in IH, *n* = 57), IH-specific (bottom; gained, *n* = 305), and shared (middle; stable, *n* = 142). (**G**) Circadian phase distribution of rhythmic CREB1 targets (RNA-seq; *n* = 3 animals per time point per condition). Circular histogram shows peak phases across the 24-hour cycle.

Thus, to identify complementary regulatory mechanisms, we performed transcription factor (TF) binding site (TFBS) enrichment analysis on the rhythmic gene sets. Among the top candidates, the cAMP response element-binding protein CREB1 emerged prominently (Fig. 4C). Known to integrate nutrient, hormonal, and stress cues, CREB1 is a central regulator of hepatic metabolism and is classically activated via phosphorylation through the cAMP–protein kinase A (PKA) pathway, notably in response to sympathetic stimuli, pathways plausibly engaged under IH (*15*, *31*–*35*). To test this, we assessed CREB1 protein expression and phosphorylation across the 24-hour cycle. Total CREB1 levels remained stable in both conditions (Fig. 4D). However, CREB1 phosphorylation exhibited distinct temporal dynamics: While a weak trend was observed in control animals (ZT8 to ZT12), a pronounced circadian peak emerged under IH between ZT0 and ZT8, aligning with the hypoxic phase (Fig. 4D). These changes suggest that IH promotes a rhythmic activation of CREB1 without altering its overall abundance. Supporting this, IH induced rhythmic expression in 305 of known CREB1 target genes (61%), with a pronounced peak around ZT6 (Fig. 4, E to G), closely matching the global rephasing of the IH transcriptome (Fig. 1). CREB1 targets included key rate-limiting enzymes involved in gluconeogenesis and glycogen turnover, such as *Pck1*, *G6pc*, *Fbp1*, and *Pygl*, which showed both increased expression and enhanced rhythmicity under IH (Fig. 3C and fig. S4A). This coordinated temporal activation supports a targeted up-regulation of glucose-producing pathways in response to chronic hypoxic stress.

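Pck1, on chromosome 2 of mm10 from 173153048 to 173159273, averaged 779 FPKM in control and 714 FPKM in IH (log2 difference -0.28, standard error 0.23, adjusted p = 0.66). Its rhythm had a nominal P of 0.25 in control and 0.086 in IH, while its fitted amplitude was 96.4 and 270.4 FPKM. At ZT4 and ZT8 its difference of 0.02 changed sign, to -0.03, with the libraries scaled by the median ratio. G6pc lies on chromosome 11 of mm10 from 101367561 to 101377903. It averaged 179 FPKM in control and 236 FPKM in IH (log2 difference 0.47, standard error 0.25, adjusted p = 0.49), and its rhythm had a nominal P of 0.074 and 0.044. Fbp1 was higher in IH at ZT4 and ZT8 by 0.23 (standard error 0.06, adjusted p = 0.034), in 6 of 6 same-numbered comparisons, and Pygl by 0.15 (adjusted p = 0.16). The interaction of condition with the rhythm had an adjusted p of 0.92 or more for these 4 genes over all genes tested, and the smallest over the 4 genes alone was 0.32. Adjusted over the 4 genes alone, the difference in mean passed the threshold for 1 of them (Pygl, adjusted p = 0.0068), and so did the difference at ZT4 and ZT8 (Fbp1, adjusted p = 0.0065).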

To evaluate the functional impact of this transcriptional programming, we performed pyruvate tolerance tests during the rest phase (ZT6) and observed that IH-exposed mice exhibited significantly amplified glucose production compared to controls (Fig. 5A). These findings validate that chronic IH enhances hepatic gluconeogenic capacity in anticipation of increased energy demands during hypoxia. Given that CREB1 phosphorylation is classically induced by adrenergic signaling, we tested whether sympathetic activation could recapitulate this hepatic adaptation. Adrenaline injection at ZT6 amplified glycemic responses in IH mice (Fig. 5B) and triggered CREB1 phosphorylation (Fig. 5C), consistent with enhanced glycogen mobilization and/or adrenergic sensitivity. These results link sympathetic activation to CREB1-mediated metabolic reprogramming under chronic IH.

**Fig. 5.**
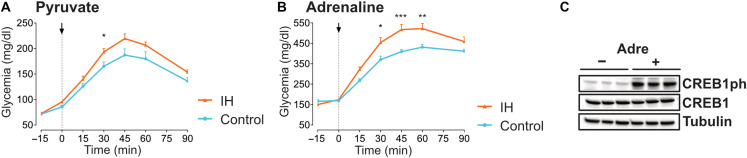
Chronic IH reorganizes hepatic gluconeogenic and adrenergic responses. (**A**) Pyruvate tolerance test (PTT) at ZT6 in 18-hour-fasted mice after 4 weeks of IH or control exposure (*n* = 6 animals per group). Blood glucose levels following intraperitoneal pyruvate (2 g/kg) and area under the curve (0 to 60 min) reflect hepatic gluconeogenic capacity. Data are presented as mean ± SEM. Multiple unpaired *t* test were performed at each time point with Šídák correction for multiple comparisons (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001). (**B**) Glycemic response to intraperitoneal adrenaline (1 mg/kg) at ZT6 in 6-hour-fasted mice after 4 weeks of IH or control exposure (*n* = 6 animals per group). Data are presented as mean ± SEM. Multiple unpaired *t* test were performed at each time point with Šídák correction for multiple comparisons (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001). (**C**) Immunoblot analysis of hepatic CREB1 and phosphorylated CREB1 (CREB1-ph) at ZT6 after a 6-hour fasting period, in the control group under basal conditions (NaCl injection) or following intraperitoneal adrenaline administration (Adre 2 mg/kg). Liver tissues were collected 15 minutes after injection. *n* = 3 animals per group.

### Chronic IH reorganizes circadian systemic glycemic rhythms and sympathetic outflow

To assess whether the molecular and hepatic metabolic adaptations observed under IH parallel to changes in systemic physiology, we performed continuous telemetry monitoring of glycemia, heart rate variability (HRV), and locomotor activity across 24 hours (Fig. 6A). IH-exposed mice exhibited a marked redistribution of glycemic rhythms, characterized by a pronounced elevation in blood glucose levels during the light/rest phase, a period corresponding to the hypoxic window (Fig. 6B).

**Fig. 6.**
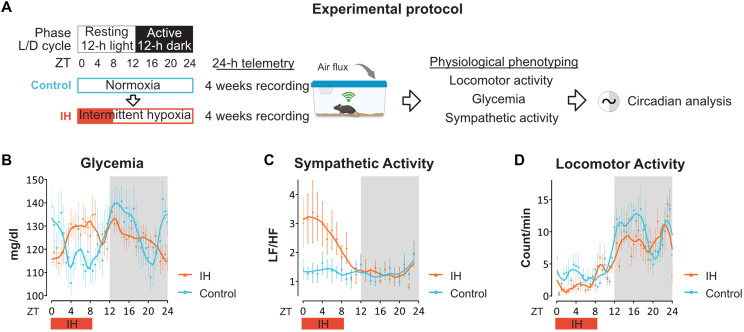
Chronic IH rewires circadian systemic glycemic rhythms and sympathetic outflow. (**A**) Experimental design for telemetric recordings. Mice were implanted with transmitters [ETA-F10 for locomotor/heart rate variability (HRV), *n* = 5 animals; HD-XG for continuous glucose *n* = 3 animals] and sequentially monitored under baseline normoxia (control) followed by 4 weeks of IH. (**B** to **D**) Circadian profiles under control (baseline) and intermittent hypoxia (IH). Longitudinal data were collected continuously and averaged over 30-min intervals for locomotor activity and glycemia, and 60-min intervals for HRV, then smoothed for graphical clarity. Group means ± SEM are shown (*n* = 5 for ETA-F10; *n* = 3 for HD-X10). (B) Continuous glycemia (HD-X10 sensor). Two-way repeated-measures analysis of variance (ANOVA) revealed a significant effect of time (*P < 0.05) and condition (****P < 0.0001), indicating circadian variation and a robust effect of IH. (C) Sympathetic tone [low-frequency to high-frequency (LF/HF) ratio, HRV analysis; ETA-F10 sensors]. Two-way repeated-measures ANOVA revealed a significant effect of time (**P < 0.01) and condition (****P < 0.0001), indicating circadian variation and a robust effect of IH. (D) Spontaneous locomotor activity (ETA-F10 sensors). Two-way repeated-measures ANOVA revealed a significant effect of time (****P < 0.0001) and condition (****P < 0.0001), indicating circadian variation and a robust effect of IH. Created in BioRender. Vial, G. (2026) https://BioRender.com/ol2o32l.

Notably, this hyperglycemic phase coincided temporally with a significant increase in the low-frequency to high-frequency (LF/HF) ratio, a proxy for sympathetic nervous system activity extracted from HRV analyses (Fig. 6C). This temporal alignment supports the idea that chronic IH entrains systemic glucose homeostasis via rhythmic sympathetic activation.

While glycemic and autonomic outputs were reprogrammed, locomotor activity and feeding rhythms remained largely preserved (Fig. 6D and fig. S1), indicating a selective uncoupling of feeding and locomotor behaviors and metabolic outputs under IH. This suggests that peripheral metabolic clocks, particularly in the liver, can adopt different temporal metabolic programs when driven by recurrent hypoxic and adrenergic cues (Fig. 7).

**Fig. 7.**
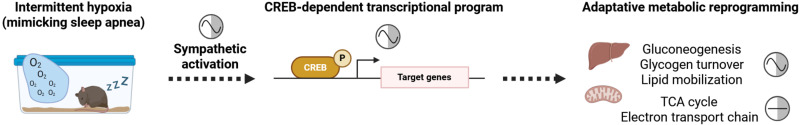
Proposed working model. Created in BioRender. Vial, G. (2026) https://BioRender.com/96q3cnm.

Together, these results support a model in which chronic IH imposes a distinct circadian architecture on cellular metabolism through time-specific activation of sympathetic signaling. This reprogramming strengthens the hepatic clock and CREB1-driven transcription, aligning energy allocation with the recurring metabolic demands imposed by chronic IH.

## DISCUSSION

By integrating circadian transcriptomic, metabolomic, and 24-hour physiological profiling, our study reveals that chronic IH, a hallmark of OSA, induces a time-of-day–specific reorganization of liver metabolic pathways, rather than a global desynchronization of the circadian system as previously described for acute, time-restricted, hypoxic stress (*9*, *15*). To capture the molecular determinants of this adaptation, we focused on a 4-week exposure to IH, a period during which physiological rhythms such as glycemia, food intake, locomotor activity, and sympathetic tone, stabilize after the initial fluctuations observed during short-term IH. This design enabled us to dissociate acute stress responses from long-term entrainment phenomena.

Notably, a large proportion of previously arrhythmic transcripts became rhythmic under IH, peaking predominantly around ZT6, during the hypoxic exposure window. IH also reinforces the rhythmicity of a large portion of genes strongly enriched in metabolic functions, including glycogen turnover, gluconeogenesis, lipogenesis, and sterol biosynthesis, with many encoding rate-limiting enzymes in these pathways such as *Pck1*, *Gys2*, *Cpt2*, *Fasn*, *Hmgcr*, or *Cyp7a1*. This coordinated transcriptional response was mirrored at the metabolite level, with noticeable circadian change in glycogen, lipids species, and TCA cycle intermediates. These findings support a model in which chronic IH acts as a temporal modulator of hepatic metabolism, selectively reinforcing the rhythmic coordination of pathways involved in energy mobilization and substrate allocation. Rather than broadly disrupting metabolic rhythms, IH reprograms their phase and amplitude to align key metabolic outputs with recurring physiological demands, thereby contributing to the maintenance of systemic homeostasis under sustained, time-restricted, hypoxic stress.

Chronic IH induces extensive de novo circadian rhythmicity with potential more limited contributions from acute hypoxic responses at the time of sampling. Several features indicate that the circadian remodeling we observe reflects a sustained adaptation rather than a transient stress response. The magnitude and coherence of the rhythmic transcriptional reprogramming induced by chronic IH far exceed what has been reported in acute hepatic hypoxia models (*9*, *15*), supporting the view that repeated hypoxic cycles drive long-term circadian entrainment. Longitudinal physiological and behavioral measurements throughout the 4-week exposure protocol further reveal progressive adjustments in arterial oxygen saturation, body weight, food intake, glycemia, locomotor activity, and HRV parameters. These gradual, time-dependent changes are consistent with chronic remodeling combined with acute reactivity and parallel clinical observations in sleep-disordered breathing, where brief sympathetic surges coexist with long-term alterations in autonomic regulation [see a reference review, (*36*)].

An important open question is whether the circadian reprogramming induced by chronic IH persists after cessation of hypoxic exposure and whether it depends on an intact molecular clock. While our current study focused on steady-state adaptations under chronic IH, future experiments could determine both the persistence and the clock-dependence of rhythmic metabolic and transcriptional responses, providing further insight into the mechanisms of long-term circadian remodeling.

A key finding of our study is the identification of CREB1 as a central effector linking sympathetic activation to liver circadian transcriptional reprogramming under chronic IH. While core clock components remained largely preserved, our data indicate that CREB1 target genes underwent extensive rhythmic remodeling, suggesting the existence of an autonomic-responsive circadian layer of transcriptional control. CREB1 is well known to integrate hormonal and stress-related cues, particularly through catecholamine-induced activation via the cAMP-PKA pathway during adrenergic stress (*31*–*33*). This upstream sympathetic input coincided with enhanced CREB1 phosphorylation at specific time points during the hypoxic window. Downstream, this activation enabled a time-specific amplification of key metabolic pathways, notably gluconeogenesis and glycogenolysis. Enzymes such as *Pck1*, *G6pc,* and *Pygl* showed increased expression and circadian amplitude under IH, in parallel with elevated hepatic glucose output in vivo. Together, these findings position CREB1 as a dynamic integrator of adrenergic signaling and circadian metabolic adaptation, coordinating input timing with output specificity in response to chronic hypoxic stress.

The CREB1-dependent transcriptional response observed in the liver under chronic IH emerges from a defined chromatin and metabolic landscape. While CREB1 activation is compatible with upstream catecholamine-driven cAMP-PKA signaling, additional modulation through hypoxia– or reactive oxygen species–dependent pathways is also plausible (*37*, *38*). The temporal profile of CREB1 phosphorylation likely reflects the integration of these convergent signals, enabling CREB1 to coordinate transcriptional outputs while remaining sensitive to feedback from the reshaped metabolic state. While this study focused on hepatic metabolism, comparable time-dependent CREB1 dynamics may occur in other organs exposed to IH, potentially integrating adrenergic and circadian cues to drive tissue-specific metabolic adaptation.

Acute and sustained hypoxia activates canonical HIF-dependent programs and can induce CREB signaling across multiple tissues (*9*, *38*). In contrast, chronic, rest-phase–restricted IH, modeling OSA, drives long-term adaptations across the 24-hour cycle, including a selective amplification of rhythmic CREB1 target genes in the liver, whereas classical HIF responses remain limited. The clock factor REV-ERBα is particularly relevant in this context. CREB1 and REV-ERBα act antagonistically at metabolic loci (*39*), and REV-ERBα, a heme-sensitive nuclear receptor (*40*, *41*), may be progressively modulated as hematocrit and heme rise under chronic IH. Future studies dissecting the temporal dynamics of HIF activation, heme accumulation, and CREB1–REV-ERBα interactions will be essential to test this working model.

The rhythmic nature of sympathetic activation itself appears to play a synchronizing role. The anticipated response to adrenaline suggests a metabolic and adrenergic remodeling upon chronic exposure to IH. Such coupling between autonomic cues and hepatic clocks provides a mechanistic basis for the selective alignment of glucose production and systemic homeostasis with periods of reduced oxygen availability. Telemetry recordings revealed that chronic IH reprograms 24-hour glycemia and sympathetic tone without altering locomotor activity, indicating that the autonomic response is driven by hypoxic exposure rather than behavioral changes. This supports the idea that rhythmic autonomic signaling can contribute to the entrainment of peripheral clocks independently of locomotor activity. It is important to note that locomotor activity, while commonly used as a proxy for rest-activity rhythms in rodent IH models, does not allow assessment of behavior and sleep architecture. Patients with OSA typically exhibit fragmented sleep and increased microarousals without major shifts in circadian sleep timing. Whether similar changes occur in chronic IH–exposed mice remains unknown, as this cannot be resolved without electroencephalography and electromyography recordings. Therefore, while our telemetry-based measurements demonstrate circadian reorganization of glycemia and sympathetic tone in the absence of overt changes in rest-activity patterns, future studies incorporating EEG-based sleep staging will be necessary to determine the extent to which alterations in sleep continuity contribute to these systemic adaptations.

From a translational perspective, our findings suggest that OSA-associated circadian reprogramming arises not only from IH per se but also from the autonomic responses it triggers, particularly recurrent adrenergic bursts that impose a pathological rhythmic input on peripheral clocks. Targeting circadian regulators such as CREB1, or modulating adrenergic signaling at specific times of day, may offer alternative strategies to restore temporal alignment and modulate metabolic output in patients with OSA.

Recent isotopic flux studies comparing acute and chronic sustained hypoxia have shown that adaptation to low oxygen involves organ-specific substrate selection. While acute hypoxia promotes glucose uptake and suppresses mitochondrial glucose oxidation across tissues, chronic hypoxia for 3 weeks enhances fatty acid metabolism and decrease glucose oxidation in the liver (*42*). These findings point to a shift in metabolic priorities that support long-term adaptation. Our results extend this framework by adding a temporal layer: Substrate usage in liver is not static but follows circadian patterns, with rhythmic glycolytic, gluconeogenic, and β-oxidation pathways. Our findings position chronic, time-restricted IH as a potent metabolic zeitgeber that selectively reprograms the circadian architecture of hepatic metabolism, aligning energy allocation and substrate utilization with the recurring time restricted hypoxic stress. Future studies using isotope tracers under circadian sampling will be instrumental to precisely quantify flux changes and assess how chronic IH entrains 24-hour metabolic programs across tissues.

Together, our work supports a model in which chronic IH acts as a metabolic zeitgeber, imposing previously unexplored temporal constraints on metabolically active organs and reshaping their circadian programs. Under normal conditions, hepatic clocks anticipate feeding and coordinate nutrient release with systemic demand. Under IH, this coordination is adaptively restructured: Peripheral clocks align with the recurring hypoxic cycles, synchronizing metabolic activity to fluctuations in oxygen availability and supporting organismal homeostasis.

## MATERIALS AND METHODS

### Animals and chronic IH exposure

Sixteen-week-old male C57BL/6JRj mice (Janvier Labs, Le Genest-Saint-Isle, France) were housed under a 12:12-hour light-dark cycle and maintained with ad libitum access to standard chow (LASQ Rodent Diet Rod16, LASVENDI) and water throughout the entire study, including the sampling day. To mimic the metabolic stress associated with OSA and associated IH, mice were exposed to a well-established chronic IH protocol consisting of 60 cycles per hour of alternating hypoxia [5% fraction of inspired oxygen (FiO_2_)] and room air (21% FiO_2_), restricted to the sleep/rest phase (ZT0 to ZT8). This chronic desaturation-reoxygenation paradigm reliably reduced mean arterial oxygen saturation to 60 to 70% during the first week of exposure and stabilize at ~75 to 80% after 2 weeks of chronic exposure (fig. S1A), reproducing the specific chronic hypoxic stress observed in patients with OSA as previously described (*21*, *43*–*46*). Control animals underwent matched air-air cycles to avoid bias from noise and turbulence related to gas flow. For circadian transcriptomic and metabolomic experiments, tissues were collected after 4 weeks of IH exposure, at 4-hour intervals across the 24-hour cycle, during either the active hypoxic phase or the subsequent normoxic periods. No fasting was performed before sampling to avoid introducing metabolic artifacts that could confound circadian analyses. At the indicated time points, mice were euthanized by decapitation, and tissues were rapidly excised and snap-frozen in liquid nitrogen for downstream analysis.

All experimental procedures were conducted in accordance with the European Convention for the Protection of Vertebrate Animals Used for Experimental and Other Scientific Purposes (ETS no. 123, Council of Europe, 1986) and the NIH Guide for the Care and Use of Laboratory Animals (NIH pub. no. 85-23, revised 1996). The study protocol was approved by the Institutional Animal Care and Use Committee under authorization number APAFIS no. 35029-2022012718108119 v6. Reporting of animal experiments adheres to the ARRIVE guidelines to ensure transparency and reproducibility.

### Food intake

Food intake was recorded at four time points evenly distributed over a 24-hour cycle, to assess circadian feeding patterns. At each time point, the feeder in each cage (housing five mice) was weighed, and the difference from the previous measurement was used to calculate food consumption over the preceding interval. Values were averaged per cage, providing group-level estimates of temporal feeding behavior. This protocol was repeated at each IH exposure week to monitor longitudinal adaptations.

### Telemetry recordings

Continuous glucose and cardiac telemetry recordings were acquired in freely moving mice under home-cage, ad libitum conditions during IH, using wireless HD-XG and ETA-F10 sensors [Data Sciences International (DSI)] as previously described (*26*). Devices were surgically implanted under isoflurane anesthesia (1.5 to 2% in a 50% air/50% oxygen mixture), and mice received pre- and postoperative analgesia with buprenorphine (0.05 to 0.1 mg/kg, subcutaneously). Animals were allowed a 2-week recovery period before data collection under control or chronic IH.

Glucose telemetry enabled high-resolution monitoring of glycemic fluctuations across the circadian cycle. HD-XG implants were calibrated in vivo by correlating telemetry signals with blood glucose measurements obtained via tail vein sampling using a glucometer (Accu-Chek) at multiple time points throughout the recording period. Cardiac function was assessed via electrocardiography (ECG) and HRV, with signal acquisition and analysis performed using the Ponemah software platform (DSI).

### Analysis of ECG recordings

Circadian HRVs were analyzed offline from 24-hour ECG recordings with labchart (LabChart v8, AD Instrument). The R wave of the QRS was detected automatically and the normal *R*-*R* intervals were determined. Ectopic beats, arrhythmias, and artifacts were removed using appropriate settings and Poincaré plot presentation in the HRV analysis window to search for outliers (*47*). The *R*-*R* values not contained between mean *R*-*R* interval ± 2 SD were excluded (*48*). Time and frequency domains were analyzed together over 12-hour light and 12-hour dark periods. From the 12 hours analyzed, the average of each parameter was calculated for each hour. Time-domain measures included mean *R*-*R* intervals (in ms), standard deviation of normal-to-normal intervals (SDNN in ms) and the root mean square of successive differences of normal-to-normal intervals (RMSSD in ms). For spectral analysis (frequency domain) of HRV, a power spectrum was obtained with a fast Fourier transform–based method. We defined the cutoff frequency range for low-frequency and high-frequency powers (LF, 0.15 to 1.5 Hz; HF, 1.5 to 5.0 Hz), we performed also the LF/HF ratio as a marker of sympathovagal balance.

### Oxygen saturation measurements

Oxygen saturation was noninvasively measured in mice using the MouseOx Plus pulse oximetry system (Starr Life Sciences Corp., Oakmont, PA, USA). Animals were lightly anesthetized with a low dose of ketamine/xylazine [e.g., ketamine (50 mg/kg) and xylazine (5 mg/kg), intraperitoneally] to minimize movement while preserving stable physiological conditions. Before measurements, mice were shaved at the neck area to ensure optimal sensor contact and signal quality. A neck collar sensor was carefully positioned around the shaved area to maintain consistent contact with the skin and reduce motion artifacts. Recordings were performed over a 7- to 10-min period once a stable signal was obtained.

### Metabolic tolerance tests

Adrenaline tolerance tests were performed after a 6-hour fast initiated at ZT0. At ZT5.5, mice were removed from the IH protocol and maintained in normoxia for a standardized 30-min recovery period before testing. Adrenaline (Renaudin; 1 mg/kg body weight) was administered intraperitoneally at ZT6, and blood glucose was measured from the tail vein using a glucometer (Accu-Chek) at 0 (baseline), 15, 30, 60, 90, and 120 min postinjection.

Pyruvate tolerance tests were performed after an 18-hour fast initiated at ZT12. At ZT5.5, mice were removed from the IH protocol and maintained in normoxia for a standardized 30-min recovery period before testing. Sodium pyruvate (Sigma-Aldrich, P2256; 2 g/kg body weight) was administered intraperitoneally at ZT6, and blood glucose was measured from the tail vein using a glucometer (Accu-Chek) at 0 (baseline), 15, 30, 60, 90, and 120 min postinjection.

Glucose tolerance tests were performed following a 6-hour fast initiated at ZT0. Mice received an intraperitoneal injection of glucose (2 g/kg body weight), and blood glucose levels were measured from the tail vein using a glucometer (Accu-Chek) at 0 (baseline), 15, 30, 60, 90, and 120 min postinjection.

### Glycogen extraction

Liver glycogen content was measured using the Glycogen Assay Kit (Abcam, ab65620) according to the manufacturer’s protocol, with minor modifications. Approximately 10 mg of liver tissue was homogenized on ice in 200 μl of ice-cold distilled water by vigorous vortexing. The homogenate was boiled for 5 min to inactivate endogenous enzymes, then transferred to a clean microcentrifuge tube. The original cryotube was rinsed with an additional 200 μl of distilled water to yield a final homogenate volume of 400 μl.

Samples were centrifuged at 13,000 rpm for 5 min at 4°C, and the supernatant was collected. A 1:20 dilution of the lysate was prepared (10 μl of lysate + 190 μl of distilled water). For each assay well, 25 μl of the diluted sample (or distilled water for the blank) was combined with 25 μl of hydrolysis buffer in a 96-well plate. After addition of 2 μl of hydrolysis enzyme mix, samples were incubated at room temperature for 30 min. Subsequently, 50 μl of reaction mix (46 μl of development buffer, 2 μl of development enzyme, and 2 μl of OxiRed probe) was added to each well and incubated for another 30 min at room temperature. Absorbance was measured at 570 nm using a microplate reader.

### RNA extraction and quantitative real-time PCR

Total RNA was extracted as previously described (*49*) from snap-frozen liver collected every 4 hours across 24 hours using TRIzol reagent, following the manufacturer’s instructions (Invitrogen, 15596026). Total RNA was isolated by precipitation with isopropanol and ethanol. Pellet was dissolved in diethyl pyrocarbonate–treated water (Invitrogen, 4622224). One microgram of RNA was reverse transcribed to cDNA using an iScript cDNA synthesis kit (Bio-Rad Laboratories, 1708840), according to the manufacturer’s protocol.

1/80e cDNA was used for quantitative real-time polymerase chain reaction (PCR) using SsoAdvanced SYBR Green Supermix (Bio-Rad Laboratories, 1725270). Gene expression was normalized to actin. Primer sequences used for gene expression analysis are listed in (*50*).

### RNA sequencing

Total RNA integrity was assessed using the Agilent TapeStation system with RNA ScreenTape, and purity was verified via absorbance ratios (260/280 nm and 260/230 nm). For mRNA sequencing (mRNA-seq), 1000 ng of total RNA in 25 μl was used as input for poly(A) selection using oligo(dT) magnetic beads. The library preparation was realized following manufacturer’s recommendations (stranded mRNA Prep, Ligation from ILLUMINA). The purified mRNA is fragmented and copied into first-strand cDNA using reverse transcriptase and random primers. In a second-strand cDNA synthesis step, deoxyuridine triphosphate replaces 3′-deoxythymidine 5′-triphosphate to achieve strand specificity. The final steps add adenine and thymine bases to fragment ends and ligate adapters. Libraries were amplified by PCR (10 to 11 cycles) and validated using TapeStation electrophoresis and Quantifluor quantification. All libraries were quantified, pooled in equimolar amounts, and sequenced on an Illumina NovaSeq 6000 platform using one S4 flow cell in XP mode, generating 2 × 100 bp paired-end reads. FastQ files were processed through the Tuxedo pipeline using TopHat and Cufflinks (*51*, *52*). RNA-seq reads were aligned to the mouse genome assembly (mm10) with TopHat using Bowtie2 as the aligner. Gene expression levels were quantified with Cufflinks, using a maximum bundle fragment threshold of 10,000,000. This pipeline yielded FPKM values for each gene in every replicate.

### Protein extraction and Western blotting

Liver protein was extracted as previously described (*50*). Fifty milligrams of liver was homogenized with Precellys (Bertin Technologies) at 6000 rpm, 3 × 10 s, 5-s pause, in modified RIPA buffer [50 mM tris-HCl (pH 8), 150 mM NaCl, 1% NP40, 0.5% sodium deoxycholate, 0.1% SDS, 0.5 μM trichostatin A, 10 mM nicotinamide, 20 mM NaF, 1 mM phenylmethylsulfonyl fluoride, and Complete protease inhibitor (Roche, 04693132001)], followed by a sonication at 20,000*g*, 10 min at 4°C.

Protein concentration was determined using Bradford Assay (Bio-Rad Laboratories, 5000006). Equal amounts of protein (generally 40 μg) were resolved by SDS–polyacrylamide gel electrophoresis on 4 to 20% polyacrylamide gels (Mini-PROTEAN, Bio-Rad, 4568096) and transferred to nitrocellulose membranes (Trans-Blot Turbo RTA Transfer Kit, Midi, Nitrocellulose, Bio-rad, 2201440). Membranes were blocked in 5% milk or 5% bovine serum albumin and incubated with primary antibodies overnight at 4°C, followed by horseradish peroxidase–conjugated secondary antibodies. Antibodies used for Western blots are as follows: anti-BMAL1 (Abcam, ab93806), anti-CLOCK (Cell Signaling Technology, 5157), anti-CREB (Cell Signaling Technology, 9197), anti-CREB–phospho-Ser^133^ (Cell Signaling Technology, 9198), anti-CRY1 (Bethyl Laboratories, A302-614), anti–REV-ERBa (Cell Signaling Technology, 13418), anti–REV-ERBα–phospho-Ser^55/59^ (Cell Signaling Technology, 2129), anti-PER2 (Alpha Diagnostic, PER21-A), anti-ACTIN (Sigma-Aldrich, A3853), anti–α-TUBULIN (Santa Cruz, sc5286), and anti-p84 (Genetex, GTX70220). For the secondary antibodies, goat–anti-mouse (Jackson ImmunoResearch, 115-035-003) and goat–anti-rabbit (Jackson Laboratories, 111-035-003) were used.

Detection was performed using chemiluminescence (Clarity Western ECL, Bio-Rad, 1705060) on a Bio-Rad ChemiDoc XRS+ imager. Relative protein levels were quantified by densitometry (Fiji software) and normalized to α-tubulin.

### Untargeted metabolomics

Untargeted metabolomics was performed on snap-frozen liver tissue harvested across six circadian time points using the services of Metabolon Inc. using a combination of ultrahigh-performance liquid chromatography-tandem MS (UPLC-MS/MS) platforms optimized for the detection of chemically diverse metabolites. Tissues were processed using the automated MicroLab STAR system. Proteins were precipitated using methanol under vigorous shaking to release small molecules and remove protein-bound metabolites. After centrifugation, the extracts were divided into aliquots for analysis under four chromatographic conditions: Two reverse-phase (RP) UPLC-MS/MS methods in positive ionization mode (optimized for early-eluting hydrophilic and late-eluting hydrophobic compounds), one RP-UPLC-MS/MS method in negative ion mode, and one hydrophilic interaction liquid chromatography–UPLC-MS/MS method in negative ion mode. Each method used a Waters ACQUITY UPLC system coupled to a Thermo Fisher Scientific Q-Exactive Orbitrap mass spectrometer with a heated electrospray ionization (HESI-II) source. The mass spectrometer alternated between full MS and data-dependent MSⁿ scans with dynamic exclusion, acquiring data at 35,000 resolutions over a mass-to-charge range of 70 to 1000. Raw data were processed using Metabolon’s proprietary informatics pipeline, which includes peak extraction, compound identification, quality control, and statistical normalization. Metabolites were identified by matching experimental features to an extensive internal library of over 5400 authentic standards and 7000 recurrent unknowns. Identification criteria included retention index, accurate mass (±10 parts per million), and MS/MS fragmentation patterns. Peaks were quantified by area under the curve. Data normalization included run-day correction to account for instrumental variability, ensuring comparability across all samples and time points.

### Circadian bioinformatics

Circadian analysis of time-series transcriptomic and metabolomic data was performed using BIO_CYCLE, a deep learning–based software developed to analyze periodicity in time-series data (*27*, *53*). To ensure robustness, rhythmicity detection was independently corroborated using the nonparametric JTK_Cycle method, enabling cross-validation of oscillatory features (*54*). For the final analysis, only transcripts with a BIO_CYCLE-derived *P* value ≤0.01 and metabolites with a *P* value ≤0.05 were considered significantly rhythmic and retained for downstream analyses. Heatmaps were generated using the R package pheatmap, Venn diagram were obtained using the R package Euleer, and phase/amplitude plots were constructed using the R package ggplot2.

Differential expression analysis between experimental conditions (e.g., normoxia control versus IH) was performed using Cyber-T, a Bayesian regularized *t* test designed for high-dimensional datasets (*55*, *56*). Significant differences were defined using a *P* value <0.01.

Gene set enrichment analysis (GSEA) was applied to assess functional enrichment of gene modules under different experimental conditions and time points (*57*). Gene sets with false discovery rate < 0.01 were considered significantly enriched.

Functional annotation and pathway analysis of oscillating and differentially expressed genes were performed using DAVID, the KEGG, and Reactome databases to identify enriched GO biological processes and canonical pathways (*58*–*60*).

Transcriptional regulation was investigated by identifying circadian genes and submitting them to Enrichr for TFBS enrichment analysis using the ChEA (ChIP-X Enrichment Analysis) database (*59*, *61*, *62*). This approach enabled the identification of TFs potentially regulating time-of-day–specific gene expression. In parallel, motif-based predictions of TF and RNA binding protein binding sites were performed using MotifMap and MotifMap-RNA, respectively (*63*, *64*).

Visualization and data exploration were facilitated using tools implemented in the CircadiOmics web platform (http://circadiomics.ics.uci.edu), where normalized expression and rhythm parameters (amplitude, phase, and period) were visualized across time points (*27*, *28*). Additional graphs and figures were generated using GraphPad Prism 10, R, and Affinity Designer.

### Statistics

We performed all statistical analyses using GraphPad Prism (version 9.5.1). Statistical significance was defined as *P* < 0.05. Data are presented as mean ± SEM. Figure legends detail the statistical test used for each experiment, and the *n* values reflecting the number of independent biological replicates. All analyses followed prespecified statistical procedures, with the sample size equal to the number of biological replicates (individual animals). No animals or data points were excluded.

Independent cohorts of mice were used for circadian transcriptomic/metabolomic profiling, telemetry recordings, and metabolic tests. This separation was necessary because surgical implantation, metabolic challenges, or repeated handling could alter circadian physiology and confound subsequent measurements. A summary of cohort allocation is provided in the fig. S5.

### Use of artificial intelligence

During the preparation of this manuscript, the authors used ChatGPT (GPT-4-class models, OpenAI, San Francisco, CA, USA) exclusively for refinement and correction purposes, including revising sentences to improve clarity, grammar, and scientific style while preserving the original meaning (e.g., prompt: “Could you revise this sentence to improve clarity, grammar, and scientific style while preserving the original meaning?”) and checking analysis code for clarity and consistency without altering the underlying computations (e.g., prompt: “Could you check this code for clarity and consistency, without altering the underlying computations?”). The authors reviewed and edited all content as needed and take full responsibility for the final version of the manuscript.

# Supplementary material for: Chronic intermittent hypoxia reshapes circadian metabolic architecture in a model of sleep apnea
**Source:** Sci Adv. 2026 Feb 25;12(9):eaeb3756. doi: 10.1126/sciadv.aeb3756
**Supplement:** Supplementary file 1 — Figs. S1 to S5

Supplementary Materials for  
**Chronic intermittent hypoxia reshapes circadian metabolic architecture in a  
model of sleep apnea**

Emilie Montellier *et al.*

*Sci. Adv.* **12**, eaeb3756 (2026)  
DOI: 10.1126/sciadv.aeb3756

**This PDF file includes:**

Figs. S1 to S5

**Fig. S1**

**A**

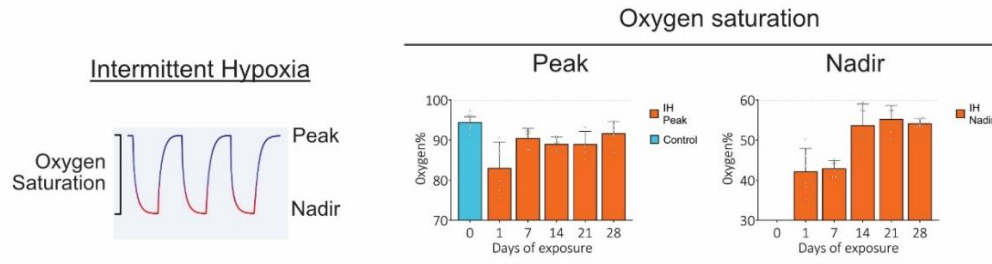

**B**

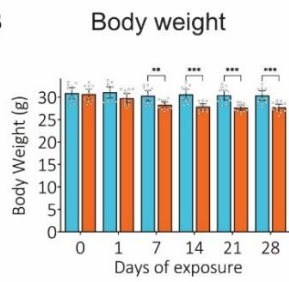

**C**

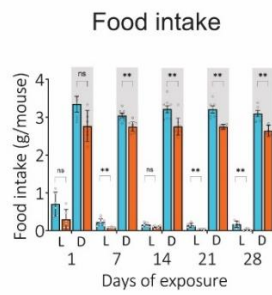

**D**

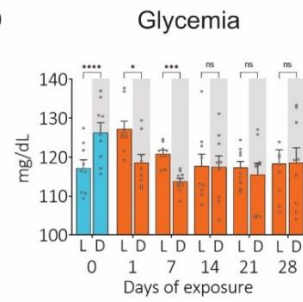

**E**

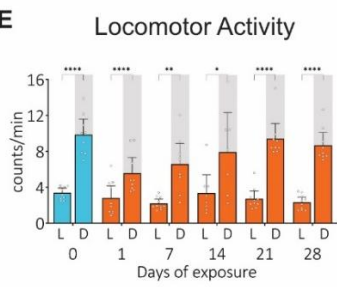

**F**

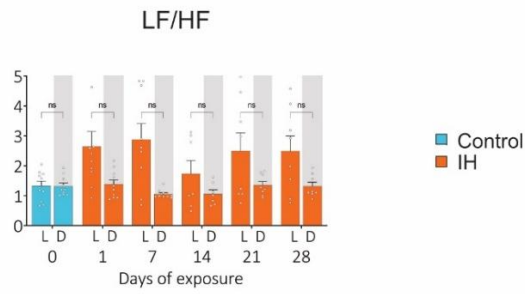

**G**

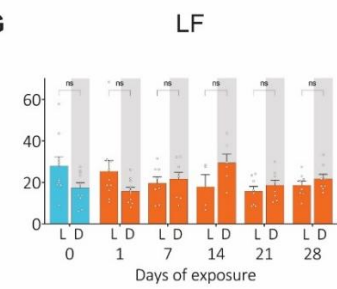

**H**

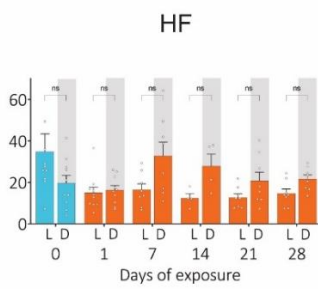

**I**

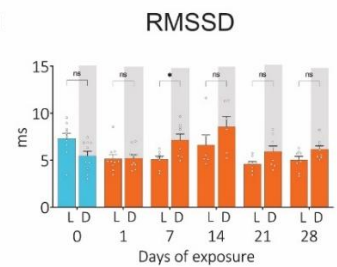

**J**

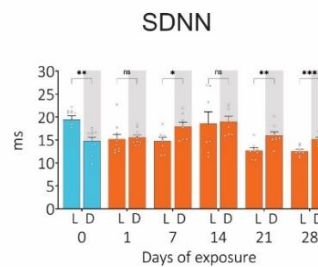

**Fig. S1. Time-course Physiological and Behavioral Monitoring during Chronic IH Exposure.**

**(A)** Arterial oxygen saturation (SpO<sub>2</sub>) measured weekly during daytime IH exposure (ZT6) across repeated hypoxia–reoxygenation cycles (30 s at 5% FiO<sub>2</sub> / 30 s at 21% FiO<sub>2</sub>) over the 4-week protocol (days 1, 7, 14, 21, 28; n = 3). Values represent the mean nadir (desaturation) and peak (reoxygenation) SpO<sub>2</sub> across multiple cycles at each timepoint. Group means are presented with error bars representing  $\pm$  SEM.

**(B)** Body weight measured weekly at ZT0 in IH (n = 15) and Control mice (n = 15) over the 4-week protocol (days 1, 7, 14, 21, 28). Data are presented as mean  $\pm$  SEM. IH and Control groups were compared at each exposure time using unpaired t-test with Holm–Šídák correction for multiple comparisons (ns: not significant, \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, \*\*\*\*P < 0.0001).

**(C)** Food intake profiles across the light–dark cycle in IH (n = 15) and Control mice (n = 15) over the 4-week protocol (days 1, 7, 14, 21, 28). Data are presented as mean  $\pm$  SEM. IH and Control groups were compared at each exposure time, both in light (L) and dark (D) phase, using unpaired t-test with Holm–Šídák correction for multiple comparisons (ns: not significant, \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, \*\*\*\*P < 0.0001).

**(D)** Glycemia profiles across the light–dark cycle obtained by continuous telemetry (n = 3 animals) over the 4-week protocol (days 1, 7, 14, 21, 28). Data are presented as mean  $\pm$  SEM. Values of light (L) and dark (D) phase were compared at normoxia (Control) and at each exposure time of IH, using paired t-test with Holm–Šídák correction for multiple comparisons (ns: not significant, \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, \*\*\*\*P < 0.0001).

**(E)** Ambulatory locomotor activity profiles across the light–dark cycle (n = 5 animals) over the 4-week protocol (days 1, 7, 14, 21, 28). Data are presented as mean  $\pm$  SEM. Values of light (L) and dark (D) phase were compared at normoxia (Control) and at each exposure time of IH, using paired t-test with Holm–Šídák correction for multiple comparisons (ns: not significant, \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, \*\*\*\*P < 0.0001).

**(F–J)** Heart rate variability (HRV) metrics derived from ECG telemetry (n = 5 animals) over the 4-week protocol (days 1, 7, 14, 21, 28): **(F)** LF/HF ratio, **(G)** LF power, **(H)** HF power, **(I)** RMSSD, **(J)** SDNN. Data are presented as mean  $\pm$  SEM. Values of light (L) and dark (D) phase were compared at normoxia (Control) and at each exposure time of IH, using paired t-test with Holm–Šídák correction for multiple comparisons (ns: not significant, \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, \*\*\*\*P < 0.0001).

Fig. S2

A MSigDB enrichment analysis

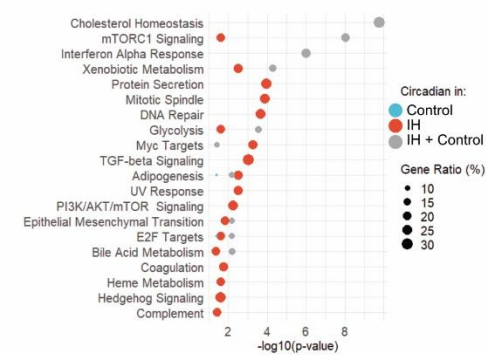

B Reactome enrichment analysis

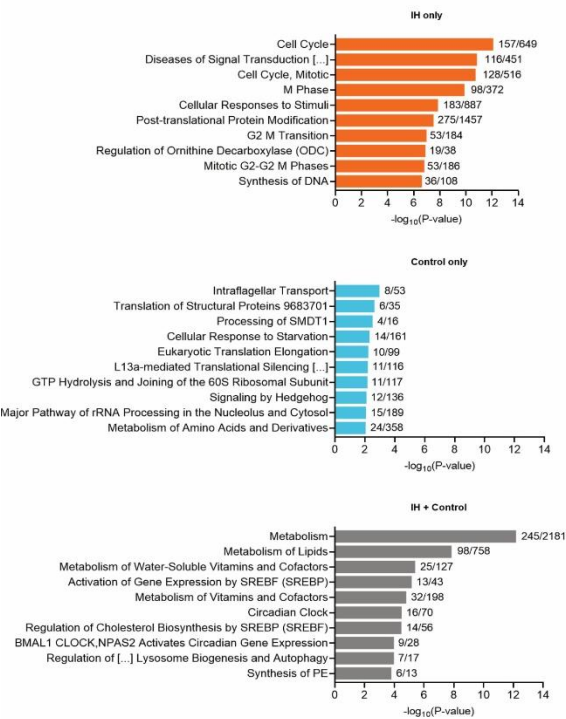

C Bioplanet enrichment analysis

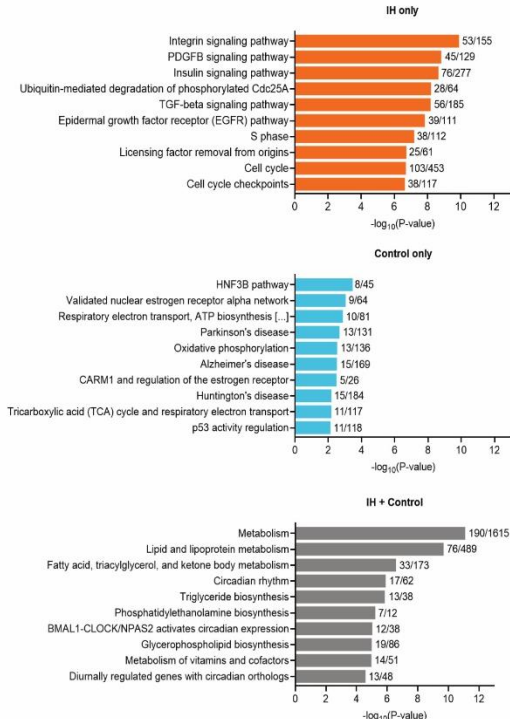

**Fig. S2. Gene Ontology (GO) Enrichment Analyses of Rhythmic Hepatic Transcripts under Control and IH Conditions.**

(A) MSigDB enrichment analyses were performed on rhythmic genes detected exclusively in Control (lost under IH; N = 870), exclusively in IH (gained; N = 2,868), or shared across both conditions (stable; N = 1,458). Represented as a dot plot, ranking pathways by p-value (x-axis) with gene ratio indicated by dot size.

(B) Reactome enrichment analyses were performed on rhythmic genes detected exclusively in Control (lost under IH; N = 870), exclusively in IH (gained; N = 2,868), or shared across both conditions (stable; N = 1,458). Represented as bar graphs; pathways are ranked by p-value, with gene ratio indicated on the right.

(C) BioPlanet enrichment analyses were performed on rhythmic genes detected exclusively in Control (lost under IH; N = 870), exclusively in IH (gained; N = 2,868), or shared across both conditions (stable; N = 1,458). Represented as bar graphs; pathways are ranked by p-value, with gene ratio indicated on the right.

Fig. S3

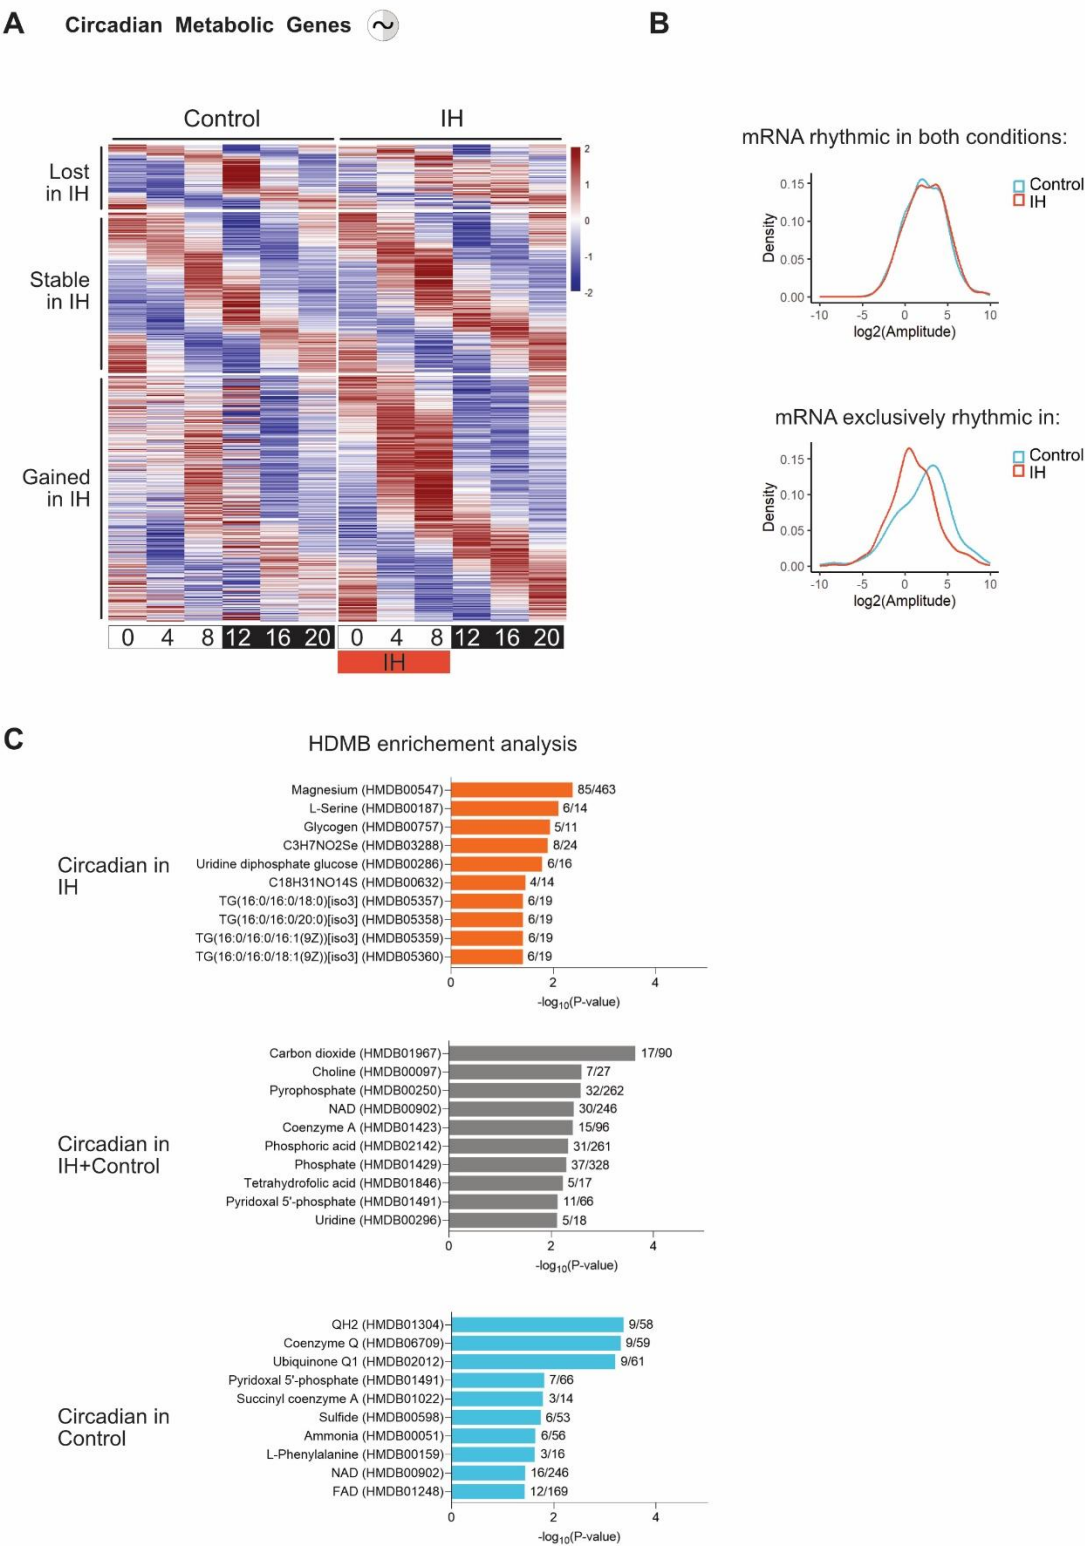

**Fig. S3. Circadian Reprogramming of Metabolic Gene Expression and Associated Metabolite Annotations under IH.**

(A) Heatmaps showing phase-sorted expression profiles of rhythmic metabolic transcripts identified exclusively in Control (top; lost under IH, N = 870), exclusively in IH (bottom; gained under IH, N = 344), or shared across both conditions (middle; stable, N = 92).

(B) Amplitude distributions of rhythmic metabolic genes. Density plots show amplitude distributions for genes rhythmic in both conditions (top; N = 92) and those specific to each condition (bottom; Control-specific: N = 870; IH-specific: N = 344).

(C) Metabolite set enrichment analysis based on HMDB annotations. Bar graphs display metabolite associated with each rhythmic gene set (Control-only, IH-only, shared), ranked by p-value; gene-to-metabolite association ratios are indicated on the right.

Fig. S4

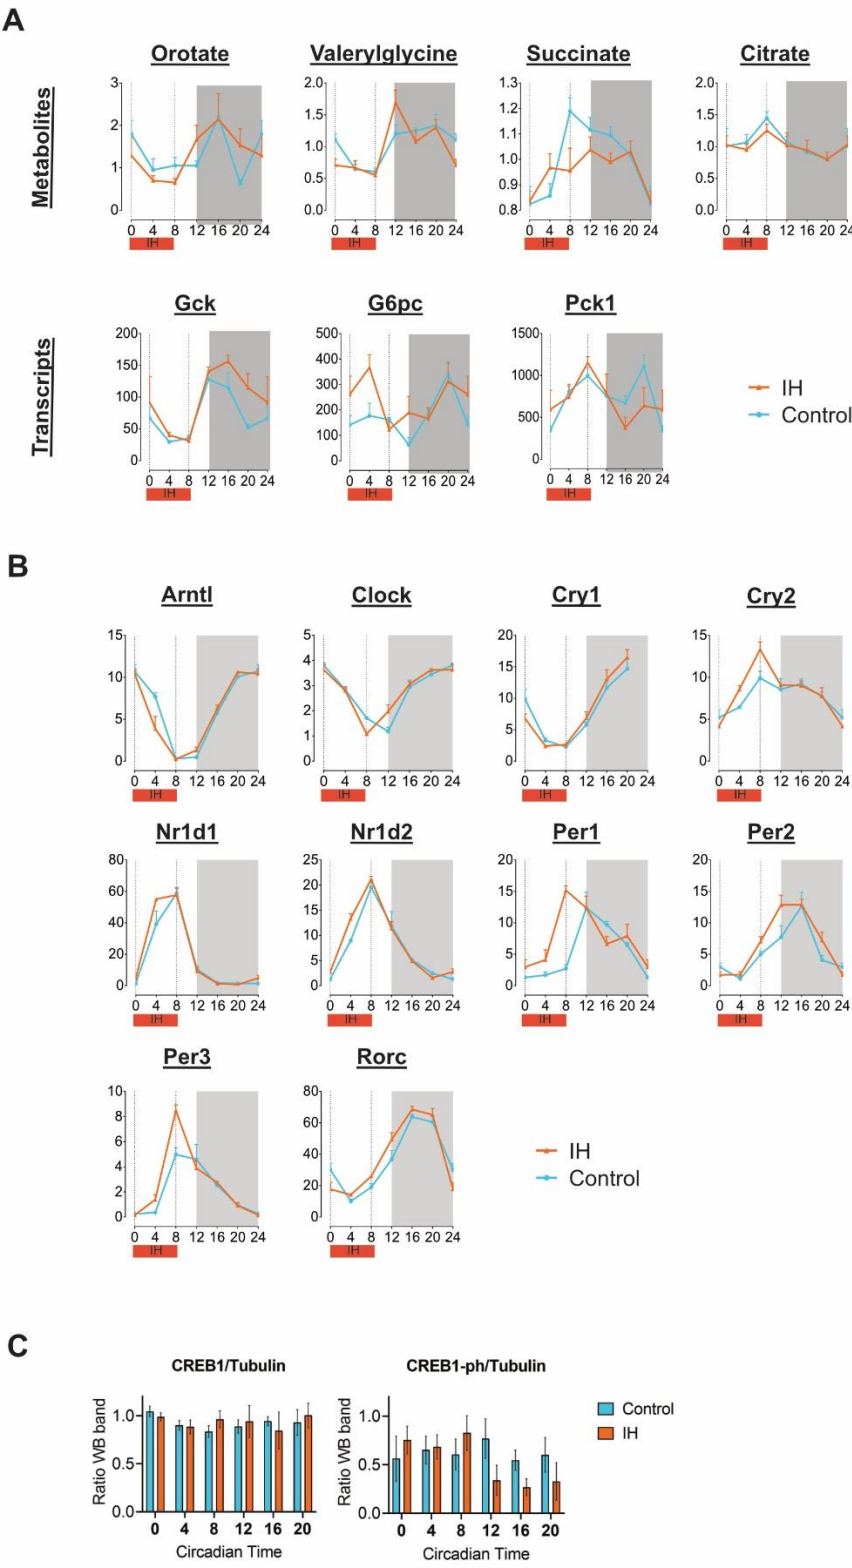

**Fig. S4. Circadian Profiles of Representative Metabolites and Core Clock Genes under Control and IH Conditions.**

**(A)** Temporal profiles of selected rhythmic metabolites (top) and transcripts (bottom) across the 24-h cycle. Metabolite quantification: n = 5 mice per time point per condition; transcriptomic data: n = 3 mice per time point per condition. Data are presented as mean  $\pm$  SEM.

**(B)** Circadian expression profiles of core clock genes measured by qPCR (n = 5 mice per time point per condition). Data are presented as mean  $\pm$  SEM.

**(C)** Quantification of total CREB1 and phosphorylated CREB1 (CREB1-ph) protein levels in liver lysates. CREB1 and CREB1-ph intensities were quantified by densitometry and normalized to tubulin (n = 3 mice per time point per condition).

**Fig. S5**

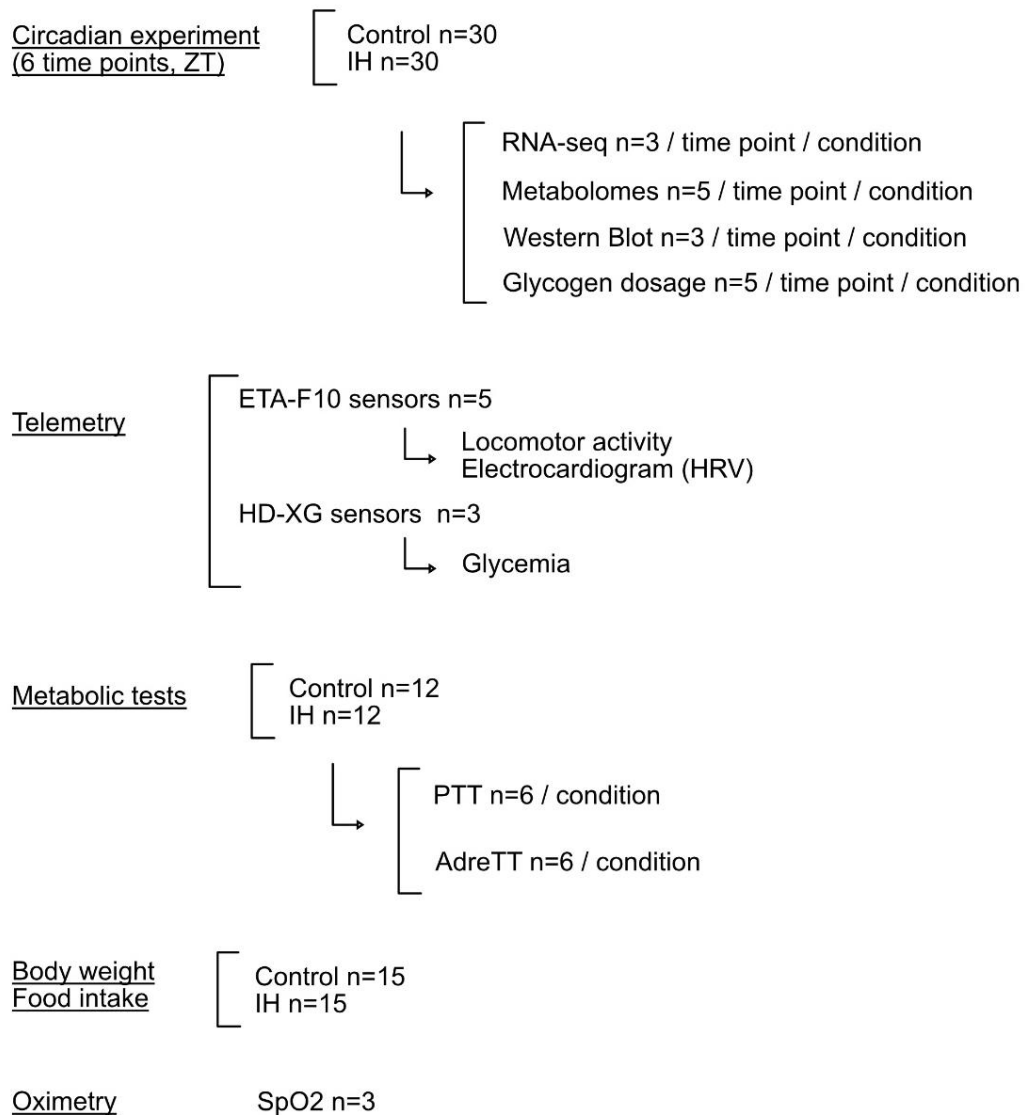

**Fig. S5. Schematic of the Experimental Design and Number of Animals Used in Each Experimental Set.**

How the deposited data were processed for this re-analysis (not part of the article)

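The study measured liver RNA of male mice kept for 4 weeks under IH, applied from ZT0 to ZT8 each day, or under normoxia. Libraries came from 3 mice at each of 6 time points 4 h apart in each condition, 36 libraries in all. The authors aligned the reads to mm10 with TopHat running Bowtie2 and made the deposited FPKM values with Cufflinks, separately for each replicate. The versions of these tools, the gene annotation and any scaling between samples are not stated. The deposited files hold no counts, so the depth of the libraries, and the precision it gives for genes of low expression, are not known.

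Condition, time point and replicate number of each sample were taken from the sample labels. The deposited values come as 1 table per condition with the same column names in each. The columns alone do not say which table is which, so the condition of each table was taken from Fig. 3C, whose means per condition and time point match one table each, as do the names of the tables. All columns were used. Each table held 24883 rows and 24346 symbols. The 280 symbols listed on more than 1 row were left out, and summing them was tried as an alternative. Of the symbols, 23268 were found in the GENCODE mouse annotation by symbol and 664 by a synonym, and 414 had no match. The annotation was used for coordinates and exonic length, and not to select genes.

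Values were analysed as log2(FPKM + 1) in R 4.3.3 with limma 3.58.1, for the 13215 genes with a mean of at least 0.1 FPKM over the 36 libraries. Rhythms were tested with a cosine of 24 h within each condition (moderated F test with an intensity trend, nominal P of 0.01). BIO_CYCLE, the test used by the paper, was not used here, and JTK_Cycle was written anew from its published definition with 6 phases tried. The difference between the rhythms was tested as the interaction of condition with the cosine and sine terms over all 36 libraries (Benjamini-Hochberg adjusted p of 0.05). A difference in level was tested at ZT4 and ZT8 over 12 libraries, 6 per condition, with the time point as a factor, and over all time points in the same way. Amplitudes were fitted to FPKM on the linear scale. Lists of genes were compared with two-sided Fisher's exact tests, with 0.5 added to each cell for the odds ratio and adjustment over the 6 lists. The phases of the 10 core clock genes were compared with an exact sign-flip permutation test. Animals are independent, and a same-numbered comparison sets the IH and the control mouse with one replicate number at one time point side by side. Residuals of such pairs correlated by 0.06 on average, so no pairing was used in the tests. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

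The genes named in the text were chosen by a rule written before the data were examined: every gene the paper names for the liver transcriptome, the 5 with the smallest P in the interaction test, and the 5 with the smallest P in each direction at ZT4 and ZT8. Some genes that fall under this rule are not reported here. Other genes are named as members of a list or are said to have been chosen after their values were seen.

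The tests were tested on simulated data with the same 36 libraries. Of 200 genes given a cosine with a size of 1 on the log2 scale, the rhythm test called 99% and JTK_Cycle 98.5%. The interaction test called 97% of 200 genes with such a cosine in IH alone, and the ZT4 and ZT8 test 99.5% of 200 genes raised in IH. Of 12615 unchanged genes they called 1.15%, 0.47%, 0.19% and 1.13%.

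Alternatives were the 2 other rhythm tests (JTK_Cycle and an F test over the 6 time points), a pseudocount of 0.1, no filter and a mean of at least 1 FPKM, 3 scalings (FPKM rescaled to a common sum, median of ratios and quantile normalization), adjusted in place of nominal P, a spread shared between the conditions, the replicate number as a block, other scales for amplitude and phase, ZT4 or ZT8 alone, no time factor, and leaving out each library in turn. Further alternatives were added after the data were seen: summing repeated symbols, removing the trend of each library with gene length and GC content, sample weights, condition by time point as a factor, and leaving out 3 libraries with Saa1 above 10000 FPKM. Their effects are given in the closing section.

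Gene lists for the TCA cycle and respiratory chain, cell cycle, growth factor signalling, the clock, sterol and fatty acid synthesis and glycogen were written by hand, the cell cycle list as symbol prefixes. The Reactome, BioPlanet, Molecular Signatures, ChEA and HMDB sets of the paper were not used here. Metabolomics, immunoblots and physiological measures were not analysed here.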

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

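The results in this part were picked out because a sample lay far from the others, because the effect of IH differed between time points, or because the genes lie outside those the paper discusses. The tests of technical explanations in this part were set before their results were seen, while the genes and the interferon list that they concern were chosen after values were seen, apart from Cdip1 and Isg15, which follow from the rule for named genes.

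Among the genes named for the difference at ZT4 and ZT8, Cdip1 and Isg15 each had 1 IH library far from the other 5. For Cdip1 the gap of IH ZT8 replicate 3 (31.4 FPKM) to the nearest of the others (25.6 to 27.0 FPKM) was 0.761 of the range, and for Isg15 that of IH ZT4 replicate 1 (8.87 FPKM, the others 6.21 to 6.86) was 0.753, above Dixon's 95% critical value for 6 samples. Of 20 groups tested 2 were above it, where chance gives 1. A library that lies off across many genes was tested as an explanation. The SD of the residuals over all genes was 0.161 in IH ZT8 replicate 3 and 0.160 in IH ZT4 replicate 1, and the highest of the 6 libraries had 0.178, so neither library stood out. No biological explanation was tested, and 2 in 20 cannot be told apart from chance.

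The effect of IH differed between the 6 time points for 18 genes (limma, condition by time point as a factor, adjusted p under 0.05, 1876 genes at an unadjusted P under 0.05). Of 100 splits that swapped the condition within same-numbered pairs, the real one included, 2 gave as many genes, and the highest of the others gave 19. Such swaps can turn a difference in mean into one between time points, so they do not show what chance alone gives. Leaving out control ZT12 replicate 2 gave 84 genes, and scaling by the median ratio gave 33. After removal of the trend of each library with gene length and GC content there were 7, so the number of genes cannot be told apart from an effect of length or GC content. The largest difference lay at ZT4 for 12 of the 18 genes, at ZT12 for 5 and at ZT16 for 1. For Rgs16, named after its values were seen, the adjusted p was 0.0036, and the log2 difference, IH minus control, was 4.84 at ZT4 and 0.77 at ZT8.

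Between ZT4 and ZT8, the effect of IH differed for 1 gene at an adjusted p under 0.05, again Rgs16 (log2 difference of the effects -4.07, adjusted p = 0.0072 with limma), and for 1573 genes at an unadjusted P under 0.05. In control Rgs16 rose from 2.01 ± 1.26 FPKM (SD, n = 3) at ZT4 to 72.1 ± 20.4 FPKM at ZT8, and in IH it was at 80.7 ± 5.23 and 122 ± 29.1 FPKM. The lowest IH library at ZT4 had 77.5 FPKM and the highest control library 3.42 FPKM, so 3 of 3 IH libraries lay above all 3 control libraries, while chance parts 3 against 3 libraries in this way, in either direction, in 10% of genes. Of 32 splits that part the 6 same-numbered pairs, 8 gave at least 1 gene, and the highest of the others gave 1303. Swapping the pairs of 1 time point turns a difference common to both times into one between them. The splits therefore cannot say whether the count exceeds chance. An earlier rise of Rgs16 in IH is a hypothesis, found and tested on the same data.

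At ZT4 and ZT8, 382 genes were lower in IH at a nominal P of 0.01 or less, a direction the paper does not discuss for this comparison. Of the 32 splits that part all same-numbered pairs, only the real one (1 of 32) gave as many genes in the smaller direction, where the others gave at most 248. Removing the trend with length and GC content gave 387 genes and scaling by the median ratio 721, so neither accounts for the number. Lower expression of interferon-stimulated genes was tested with a list of 33 genes written after Isg15, Irgm1 and Lgals3bp had been seen among the lower genes, and without these 3. The mean log2 difference of the list was -0.23, below the 5th percentile of -0.013 of 10000 random lists of matched expression, and 0 of those lists had a mean as low. In the list 31 of 33 genes were lower in IH, 14 of them at a nominal P of 0.01 or less, among them Irf7 and Usp18, named after their values were seen. The mean was -0.27 with each of the 3 other scalings. An exact permutation of the 12 libraries within time points gave p = 0.005 over 400 arrangements. At the other time points the difference was -0.27 at ZT0, -0.15 at ZT12, -0.01 at ZT16 and -0.16 at ZT20. The value at ZT0 rests on control ZT0 replicate 1, where the mean of the list, centred on each gene, was 1.21, while the other 2 control libraries (-0.02 and 0.21) overlapped the IH libraries (0.09 to 0.36). The same permutation over these 4 time points together, run after their values were seen, gave an exact p = 0.11 (mean -0.15, 160000 arrangements), and without ZT0 an exact p = 0.046 (mean -0.11, 8000 arrangements, lower in IH in 7 of 9 same-numbered comparisons), so a smaller difference outside ZT4 and ZT8 is neither established nor ruled out. Lower expression of interferon-stimulated genes may therefore underlie part of the lower genes. Differences between cages or exposure chambers were not tested, since the samples carry no such label, and a biological effect of IH cannot be told apart from them.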

How the results depend on the processing

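The alternatives were set before the data were examined, except length and GC content, summed symbols, sample weights, leaving out 3 libraries with Saa1 above 10000 FPKM, parts of the cell cycle list and time point as a factor, which were chosen after the data had been seen. No cause was tested for a change unless one is named. The number of rhythmic genes in IH (main value 5273) and the odds ratios of clock genes (36.3) and sterol and fatty acid synthesis genes (5.50) among genes rhythmic in both conditions kept their direction and stayed past the threshold or within 1.5 times under each alternative run for them, and so did the phase advance of the core clock (-1.19 h). The other results changed as follows.

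With JTK_Cycle, 1266 genes were rhythmic in both conditions, 66.1% of the genes rhythmic in control alone peaked near ZT0 or ZT12 (main value 64.1%), the median phase difference was -0.62 h (main -0.65 h), the amplitude difference 0.70 (main 1.14), and the odds ratios were 1.70 for TCA and respiratory chain genes (main 0.84), 1.11 for cell cycle genes (main 1.65) and 1.49 for growth factor genes (main 2.09). With the F test over the 6 time points the values were -0.81 h and 0.36, and odds ratios of 4.92, 0.76 and 1.10. With the spread shared between the conditions, 1642 genes were rhythmic in IH alone and 1238 in control alone, 70.3% of the latter near ZT0 or ZT12, the amplitude difference was 0.36, and the odds ratios were 4.31, 1.08 and 1.22. This setting pools the residual spread around the cosine over both conditions, which holds departures from a cosine as well as the spread between replicates. With adjusted in place of nominal P, 31.8% of the genes rhythmic in IH alone peaked from ZT4 to ZT8 (main 34.0%) and 799 genes were higher at ZT4 and ZT8. At a nominal P of 0.01 in the interaction test, the cosine of 123 genes differed, 38 of them rhythmic in IH alone and 23 in control alone, against 0 adjusted.

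A pseudocount of 0.1 gave a phase difference of -0.66 h. With no filter, 61.4% of the genes rhythmic in control alone peaked near ZT0 or ZT12, the amplitude difference was 1.31 and the TCA odds ratio 1.12. With a mean of at least 1 FPKM, 377 genes were rhythmic in control alone, the phase difference was -0.71 h, the amplitude difference 0.37, and the odds ratios 1.02 for TCA and 1.78 for growth factor genes. FPKM rescaled to a common sum gave 31.3% from ZT4 to ZT8, 67.4% near ZT0 or ZT12, -0.73 h, 1.23, and odds ratios of 1.08 for TCA and 1.32 for cell cycle genes. Scaling by the median ratio gave 25.8%, 61.1%, -0.74 h and 0.98, 721 lower genes at ZT4 and ZT8 (main 382), a core clock amplitude ratio of 0.14 (main 0.18), and odds ratios of 1.24 for TCA and 1.61 for growth factor genes. Quantile normalization gave 26.2%, 58.7%, -0.78 h and 0.64, 707 lower genes, a clock amplitude ratio of 0.14, and odds ratios of 1.36 for cell cycle and 1.68 for growth factor genes. Amplitudes relative to the mean gave an amplitude difference of -0.48 and a clock amplitude ratio of 0.035, and amplitudes on the log2 scale -0.11 and 0.064, so the direction of the amplitude difference depended on the scale. At ZT8 alone, 216 genes were higher and 121 lower, with an odds ratio of 3.84 for glycogen genes, while ZT4 alone gave 1200, 387 and 6.17, and with no time factor 706 were higher and 187 lower. With the replicate number as a block these results stayed within 1.5 times or on the same side of the threshold, with 2412 genes rhythmic in control, 530 in control alone, and 996 higher and 328 lower at ZT4 and ZT8, while 3 results of named genes were weaker, the difference in mean of Pdhb (adjusted p = 0.052) and Mast3 (adjusted p = 0.094) and the rhythm of Isg15 in IH (P = 0.012).

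Removing the trend with length and GC content gave a phase difference of -0.73 h, an amplitude difference of 0.83 and an odds ratio of 1.73 for growth factor genes. Without its proteasome genes the cell cycle list had an odds ratio of 1.40 (p = 0.077), without the Cdc42, Cdkal and Cdk5rap symbols 1.54 (p = 0.010) and without both 1.24 (p = 0.30), so its enrichment rested in part on the proteasome genes. Summing repeated symbols gave a TCA odds ratio of 1.03. With sample weights, 4170 genes were rhythmic in control and 3341 in both conditions, 31.8% of the genes rhythmic in IH alone peaked from ZT4 to ZT8, 56.0% of those in control alone near ZT0 or ZT12, the amplitude difference was 0.61, and the odds ratios were 1.96 for TCA and 1.17 for growth factor genes. Leaving out the 3 libraries with Saa1 above 10000 FPKM gave 54.4%, -0.98 h and 0.37, a clock amplitude ratio of 0.052, and odds ratios of 4.90 for TCA and 1.31 for growth factor genes. With condition by time point as a factor in place of the cosine, 18 genes differed, 2 of them rhythmic in IH alone and 1 in control alone.

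Over the 36 fits that each left out 1 library, the share peaking from ZT4 to ZT8 ran from 31.2% to 37.7%, that near ZT0 or ZT12 from 50.4% to 69.5%, the phase difference from -0.85 to -0.50 h, the amplitude difference from 0.58 to 1.34, the clock amplitude ratio from 0.094 to 0.22, and the odds ratios from 0.308 to 3.09 for TCA and from 1.53 to 2.33 for growth factor genes. The numbers of rhythmic genes stayed within 1.5 times in these fits, and so did the 12 fits at ZT4 and ZT8, from 919 to 1508 higher and from 278 to 423 lower genes.

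For the genes named by the rule set beforehand, 2149 of 2256 values under the other alternatives, each run for the results it bears on, kept their direction and side of the threshold, 58 were weaker, 35 stronger and 14 reversed, none of the reversed ones past the threshold. The rhythm tests moved more of them. Of the 74 rhythm results of these genes, some were not called rhythmic in the main fit and had no call to lose. With JTK_Cycle 15 calls were lost. In control these were Fbp1 (P = 0.018), Pygl (P = 0.024) and Cry2 (P = 0.018). In IH 12 were lost, among them Creb1 (P = 0.024), Cyp7a1 (P = 0.024), Ldha (P = 0.013) and Cry2 (P = 0.042). With the F test over the 6 time points 4 calls were lost and 5 gained. Lost were Pygl in control (P = 0.022) and Creb1 (P = 0.019), Idh3a (P = 0.014) and Cdip1 (P = 0.010) in IH. Gained in control were Pck1 (P = 1.3e-05), G6pc (P = 0.0032), Cpt2 (P = 0.0047) and Cyp7a1 (P = 0.0089), and in IH Nrbp2 (P = 0.0045). With the shared spread 3 were lost, in IH those of Creb1 (P = 0.021), Idh3a (P = 0.068) and Irgm1 (P = 0.021), and 4 gained, in control those of Cox6a1 (P = 0.0058), Cpt2 (P = 0.0011), Creb1 (P = 0.0077) and Dcps (P = 0.0026). Of 23 differences at ZT4 and ZT8, 2 were weaker at ZT4 alone, 6 at ZT8 alone and 7 with no time factor. Reversed were the difference in mean of Arntl with a pseudocount of 0.1 (0.016), of Mcl1 with FPKM rescaled to a common sum (0.015), sample weights (0.011) and without the 3 libraries (0.0057), of Clock with the median ratio (-0.012), quantile normalization (-0.0094), sample weights (-0.049) and without the 3 libraries (-0.011), and the difference of Pck1 at ZT4 and ZT8 with the median ratio (-0.033), quantile normalization (-0.028) and sample weights (-0.017). At single time points the difference of Pck1 was reversed at ZT4 alone (-0.17), and those of Creb1 (-0.064) and G6pc (-0.46) at ZT8 alone. Over the fits that each left out 1 library, the differences that changed sign ran from -0.094 to 0.026 for Arntl, -0.0096 to 0.038 for Clock, -0.045 to 0.023 for Cry1 and -0.015 to 0.017 for Mcl1 in mean, and from -0.066 to 0.17 for Pck1 at ZT4 and ZT8. The depth of the libraries is not known, so how far it limits genes of low expression, which the filters of 0.1 and 1 FPKM remove, cannot be said.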

Differences from the paper's values

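The genes rhythmic in control alone made up 10.2% of the rhythmic genes, against the paper's 17%. Of the alternatives set before the data were examined, JTK_Cycle (16.6%), the F test over the 6 time points (13.2%), no filter (12.3%), scaling by the median ratio (11.6%) and the spread shared between the conditions (22.9%) gave values within 1.5 times the paper's. A pseudocount of 0.1 (10.0%), a mean of at least 1 FPKM (7.81%), FPKM rescaled to a common sum (10.4%), quantile normalization (11.0%) and adjusted in place of nominal P (6.62%) did not. The replicate number as a block (9.40%) did not either. Over the 36 fits that each left out 1 library the share ran from 8.30% to 13.4%, within 1.5 times the paper's in 12 fits and not in 24.

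The paper reports TCA cycle and electron transport genes as enriched among the genes that lose rhythmicity under IH. On the list used here the odds ratio was 0.84 (Fisher's exact p = 0.82). Of the alternatives set before the data were examined, the F test over the 6 time points (odds ratio 4.92, p = 8.4e-10) and the spread shared between the conditions (4.31, p = 2.0e-10) gave an enrichment, as did the fit without control ZT16 replicate 3 (3.09, p = 4.0e-04). Sample weights (1.96, p = 0.034) and leaving out the 3 libraries with Saa1 above 10000 FPKM (4.90, p = 2.7e-10) did too, and both were chosen after seeing the values.

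The paper describes Cox6a1 as losing its rhythm in IH. Here it was rhythmic in neither condition (nominal P = 0.051 in control and 0.48 in IH), and with the spread shared between the conditions it was rhythmic in control alone (P = 0.0058, against 0.82 in IH). Idh3a, which the paper describes as dampened in IH, was rhythmic in IH (P = 0.0020) and not in control (P = 0.14), with a log2 difference in mean of 0.15 (adjusted p = 0.36, higher in IH in 11 of 18 same-numbered comparisons). None of the alternatives, including those that left out 1 library, called it rhythmic in control alone, but the F test over the 6 time points (P = 0.016 in control and 0.014 in IH) and the shared spread (P = 0.043 and 0.068) called it in neither condition. Ldha, which the paper describes as dampened, was lower in IH at ZT4 and ZT8 by a log2 difference of -0.38. Its amplitude was 37.6 FPKM in control and 69.5 FPKM in IH. Both amplitudes lean on libraries with Saa1 above 10000 FPKM. Ldha was at 501 FPKM in control ZT12 replicate 2 and at 540 FPKM in IH ZT0 replicate 2, above its replicates. A larger amplitude in IH is therefore not established.

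For Pck1, G6pc and Pygl the paper reports increased expression and rhythmicity in IH. The log2 difference in mean was -0.28 for Pck1 (adjusted p = 0.66, higher in IH in 8 of 18 comparisons), 0.47 for G6pc (adjusted p = 0.49, 13 of 18) and 0.23 for Pygl (adjusted p = 0.15, 15 of 18), and none of the 3 was rhythmic in IH at the threshold (P = 0.086, 0.044 and 0.026). The F test over the 6 time points called Pck1 (P = 1.3e-05, against 0.22 in IH) and G6pc (P = 0.0032, against 0.042 in IH) in control alone. Pygl was rhythmic in IH with quantile normalization (P = 0.0081) and in the fit without IH ZT0 replicate 2 (P = 7.8e-04). Chosen after seeing the values, sample weights (P = 6.8e-04 for Pygl and 0.0062 for G6pc) and leaving out the 3 libraries with Saa1 above 10000 FPKM (P = 7.8e-04 for Pygl) called rhythms in IH. The difference in mean of Pygl was past the threshold in the fit without IH ZT0 replicate 2 (0.27, adjusted p = 0.021) and, chosen after seeing the values, with sample weights (0.20, adjusted p = 0.024) and without the 3 libraries (0.22, adjusted p = 0.019). Without control ZT8 replicate 1, Pygl was higher in IH at ZT4 and ZT8 at the nominal threshold (0.19, P = 0.0075). Over all alternatives run for the mean of Pygl its adjusted p ran from 0.019 to 0.32.

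The paper places the genes that lose rhythmicity at ZT0 and ZT12. Here 48.6% of the genes rhythmic in control alone peaked within 2 h of ZT0 and 15.5% within 2 h of ZT12, where a uniform spread gives 16.7% for each window. A smaller second mode lay near ZT12, with 42 genes from ZT10 to ZT12 and 51 from ZT12 to ZT14, against 23 in the 2 h before and 26 in the 2 h after. Of the alternatives set before the data were examined, the F test over the 6 time points (27.4%) and the shared spread (26.0%) gave a share near ZT12 above the uniform one. So did quantile normalization (24.8%), a mean of at least 1 FPKM (19.9%) and scaling by the median ratio (19.4%). The share was below the uniform one with FPKM rescaled to a common sum (9.19%), adjusted in place of nominal P (14.1%) and JTK_Cycle (14.7%). It was also below with no filter (15.0%), the replicate number as a block (15.7%) and a pseudocount of 0.1 (15.8%). The fits that each left out 1 library ran from 10.9% to 20.9%. Chosen after seeing the values, leaving out the 3 libraries with Saa1 above 10000 FPKM (27.4%) was above the uniform share. So were sample weights (23.8%) and removing the trend with length and GC content (17.1%), while summing repeated symbols (15.9%) was not.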

Other observations

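Of the tests in this part, the test of splits at the nominal interaction P and the 2 tests of the genes rhythmic only in IH were chosen only after the result was seen, and the acute-phase list was written after the genes with the largest excess in control ZT12 replicate 2 had been seen.

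The rhythms themselves were tested by ordering the time labels at random within each replicate number. Only the real order (1 of 100) gave as many rhythmic genes in control, where the others gave 7 to 1023, and in IH (1 of 100), where the others gave 4 to 1980. The difference between the conditions was tested by swapping the condition within same-numbered pairs. For the 0 genes found in the interaction test at an adjusted p under 0.05 (649 at an unadjusted P under 0.05) this tells nothing, since each of the 100 splits gives at least 0. At a nominal P of 0.01, 19 of 100 gave as many as the 123 genes found. Swaps can turn a difference in mean into one between rhythms, so they do not show what chance alone gives for this count. Of 100 splits, 5 gave as large an excess of rhythmic genes in either direction as the 2625 more in IH, with others from 80 to 2974, and without the ZT12 replicate 2 pair 7 of 100 did. The group that held control ZT12 replicate 2 had fewer rhythmic genes in 92 of the 100 splits.

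For the larger number of rhythmic genes in IH (1.99 times that in control), the spread shared between the conditions gave a ratio of 1.11. A larger residual spread around the cosine in control is thus a candidate explanation. It may come from the spread between replicates or from departures from a cosine. Leaving out control ZT12 replicate 2 gave the lowest ratio, 1.47, where the next lowest without another control library was 2.02, so this library accounts for part of it. Removing the trend with length and GC content left 1.85. The excess cannot be told apart from a larger residual spread in control or from a chance difference between groups of mice. Control ZT12 replicate 2 alone does not account for all of it. The number of genes rhythmic in IH alone was at least 2514 over the fits without 1 control library, and 804 of the 3226 (24.9%) were rhythmic in control without ZT12 replicate 2.

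Whether the genes rhythmic in IH alone lack a rhythm in control was tested on the phases and on simulated data. In control, 89.9% of them had a fitted phase within 4 h of that in IH. When 3226 simulated genes had their fitted cosine in IH and none in control, 34.6% did, and 5.33% had a control P of 0.05 or less, against 31.5% in the data. The interaction test called 721 (22.3%) of the simulated genes, and 0 of the real ones (222 at an unadjusted P under 0.05). It is thus not too weak to call a part of them if all 3226 gained a rhythm of the fitted size. A gain in fewer genes, for which the adjustment is stricter, was not simulated. The fitted sizes may be too large, since the genes were selected for their rhythm in IH. Many of these genes may have the same rhythm in control, under the threshold. The test does not show that no gene gained a rhythm.

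Their phases from ZT4 to ZT8 were tested for a few abundant genes taking most of the signal and for length and GC content. The share was 25.8% with scaling by the median ratio and 33.6% after removing the trend, both above the 16.7% of a uniform spread, so scaling moves the share and does not remove the peak. For the genes rhythmic in control alone, the number peaking near ZT12 (93) fell to 58 without control ZT12 replicate 1 and rose to 153 without replicate 2, so it depends on single control libraries. Their phases had a smaller second mode there, with 42 genes from ZT10 to ZT12 and 51 from ZT12 to ZT14, against 23 in the 2 h before and 26 in the 2 h after, though 93 of 601 (15.5%) is not above the 16.7% of a uniform spread.

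The number of TCA cycle and respiratory chain genes rhythmic in control alone (4) was between 1, without control ZT12 replicate 1, and 15, without control ZT16 replicate 3, and thus depended on single libraries. The enrichment with the F test over the 6 time points had an odds ratio of 4.92 (27 genes). Without control ZT12 replicate 2 it was 2.98, with 30 genes of the list in a control-only set that had grown to 1415 genes, and after removing the trend with length and GC content it was 5.15 (28 genes). With the shared spread the odds ratio was 4.31 (35 genes), and 2.89 (20 genes) without the library and 2.70 (24 genes) after removing the trend. The number of these genes thus fell with the shared spread only, where the library and length or GC content may each account for a part, and neither accounts for all of the enrichment in either test. Without the 3 libraries with Saa1 above 10000 FPKM, 29 of the 116 genes were rhythmic in control alone, 27 of them with a phase from ZT12 to ZT16. In that setting 22 (19.0%) had an interaction P under 0.05, against 10.7% of all genes, and the smallest adjusted p was 0.392. A rhythm of these genes in control that is flatter in IH is a hypothesis that the interaction test does not establish gene by gene.

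The FPKM of control ZT12 replicate 2 summed to 808274, and the next highest sum was 626371. The 10 genes with the largest excess over the other 2 libraries of its group made up 60.0% of the excess (Saa1, Hp, Apoa1, Saa2, Apoe, Hpx, Orm1, Apoc1, Apoa2 and Trf, named after their values were seen). Its log2 ratio to them correlated with exonic length by -0.429, lower than in the other libraries (next lowest -0.210), so a length bias may contribute as well. Markers of pancreas, adipose tissue and muscle summed to 0.784 of the highest of the other libraries, which leaves no sign of carry-over. A list of 24 other acute-phase genes had a mean log2 ratio of 2.57 in it, with 14 genes over 2-fold, but 2 libraries with lower sums had higher values, control ZT16 replicate 3 (2.81, sum 626371) and IH ZT0 replicate 2 (2.76, sum 605730). An acute-phase response is thus not ruled out as a part of its sum, and by itself does not explain why the sum is so much higher than in these 2. Saa1 was at 20545.7, 12912.2 and 22865.1 FPKM in these 3 libraries and at most at 2469.74 FPKM in the other 33. Without the 3, the ratio of rhythmic genes was 1.55, 2188 of the genes rhythmic in IH alone were those of the full data, and the smallest interaction adjusted p was 0.214 (1417 genes at an unadjusted P under 0.05).

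At ZT4 and ZT8, only the real split (1 of the 32 that part all same-numbered pairs) gave as many genes as the 1636 that differ, with others from 22 to 1198. Removing the trend with length and GC content gave 1258 higher genes. The acute-phase list was not enriched among the genes that differ (Fisher's exact p = 0.760). Saa1, not on this list, was at 2357 and 2435 FPKM in control ZT4 replicates 1 and 3 and at 828 FPKM in control ZT8 replicate 1. It was at most at 57.4 FPKM in the rest of the control libraries of these times and at most at 72.1 FPKM in those of IH. A spread this wide within control makes such genes hard to call, so the test does not exclude an acute-phase difference between the groups. Targets of the hypoxia-inducible factor were tested as an explanation for the higher genes. The mean log2 difference of 23 such genes was 0.12, above the 95th percentile of 0.103 of 10000 random lists of matched expression (228 were as large), and 15 of 23 were higher, with Aldoa, Bnip3 and Pdk1 past the nominal threshold, named after their values were seen. With the median ratio and quantile normalization the mean was 0.07. Libraries were not permuted for this list, so a small induction of such targets is possible and not established. A list of 23 genes cannot show how many of the 1254 higher genes such an induction accounts for. Glucocorticoid targets (mean -0.12, 8 of 17 higher) and genes that respond acutely to cAMP and CREB (mean -0.10, 8 of 16 higher) were not induced as lists at these times. Of their members, named after their values were seen, Fkbp5 and Sds were higher and Crem lower past the nominal threshold. Both means lay below the 5th percentile of the random lists (-0.036 and -0.043), with 14 and 97 of 10000 lists as low. They stayed negative with each of the 3 other scalings. Members of both lists went both ways and libraries were not permuted for these lists, so lower expression of such targets is not established.

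Over all time points, 40 genes were higher and 7 lower in IH at an adjusted p under 0.05, 1425 at an unadjusted P under 0.05. Only the real split (1 of 100) gave as many, where the others gave at most 1.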
